# Spatial and Temporal Development of Müller Glial Cells in hiPSC-Derived Retinal Organoids Facilitates the Cell Enrichment and Transcriptome Analysis

**DOI:** 10.3389/fncel.2022.820396

**Published:** 2022-05-19

**Authors:** Rong Ning, Dandan Zheng, Bingbing Xie, Guanjie Gao, Jinhai Xu, Ping Xu, Yuan Wang, Fuhua Peng, Bin Jiang, Jian Ge, Xiufeng Zhong

**Keywords:** Müller glial cells, human induced pluripotent stem cells, retinal organoids, development, enrichment, transcriptome

## Abstract

Müller glial cells (MGCs) play important roles in human retina during physiological and pathological conditions. However, the development process of human MGCs *in vivo* remains unclear, and how to obtain large numbers of human MGCs with high quality faces technical challenges, which hinder the further study and application of MGCs. Human induced pluripotent stem cell (hiPSC)-derived retinal organoids (ROs) with all retinal cell subtypes provide an unlimited cell resource and a platform for the studies of retinal development and disorders. This study explored the development of human MGCs in hiPSC-derived ROs and developed an approach to select and expand the induced MGCs (iMGCs). In ROs, retinal progenitor cells progressively differentiated into SOX9+ Ki67– MGC precursors during differentiation day (D) 60 to D90, while mature MGCs expressing markers CRALBP and GS gradually appeared since D120, which spanned the entire thickness of the neural retina layer. Cells isolated from ROs aged older than 120 days was an optimal source for the enrichment of iMGCs with high purity and expansion ability. They had typical features of human MGCs in morphological, structural, molecular and functional aspects, and could be passaged serially at least 10 times, yielding large numbers of cells in a short period. The transcriptome pattern of the expanded iMGCs was also revealed. This study firstly clarified the timecourse of human MGC development in the RO model, where the iMGCs could be enriched and expanded, paving the way for downstream investigation and application in MGC-related retinal disorders.

## Introduction

Müller glial cells (MGCs), which are the principal glial component of vertebrate retina, originate along with retinal neurons from retinal progenitor cells (RPCs). It is reported that they are the last-born cell type during mouse retinal development (Dvoriantchikova et al., 2019). They span radially across the entire width of neural retina and constitute a structural scaffold to contact nearly all of retinal neurons (Bringmann et al., 2006; Eastlake et al., 2020). Due to this unique anatomical distribution, MGCs perform many vital physiological functions throughout the retina, including the formation of blood-retinal barrier, the control of extracellular space volume, ion and water homeostasis, and thus maintain the integrity of retina (Bringmann et al., 2006; Eastlake et al., 2020). They also provide neurotrophic, metabolic and anti-oxidative support for retinal neurons, and regulate the neuronal activity by neurotransmitters recycling, which are considered to be neuroprotective in nature (Reichenbach and Bringmann, 2013). These important characteristics of MGCs have generated scientific interests in their potential therapeutic applications, including as a vehicle to deliver benefit factors into the retina (Eastlake et al., 2020).

However, in pathological conditions, some studies indicate that MGCs can dedifferentiate into retinal progenitor-like cells to replenish injured neurons in zebrafish and chick (Raymond et al., 2006). This regenerative ability in the adult mammalian and human retina is still controversial. Many efforts have been made to identify the mechanism underlying regenerative potential of MGCs in order to establish new strategies for treatment of late-stage retinal diseases. In multiple types of human retinal diseases such as retinal detachment, proliferative vitreoretinopathy, diabetic retinopathy and retinal degenerative diseases, MGCs become activated by various pathogenic stimuli such as hypoxia and stress (Bringmann et al., 2006). The slight activation of MGCs may promote the survival of retinal neurons and so repair the retina, while the persistent activation may contribute to the formation of reactive gliosis and eventually lead to glial scar, accelerating the retinal neurodegeneration and greatly impeding the retinal repair (Bringmann et al., 2009; Bringmann and Wiedemann, 2012).

At present, most insights into MGCs are gained from experimental animal models and await confirmation on human cells. However, the pathophysiological mechanisms of human MGCs are still largely unknown due to the limited human cell source. To date, human MGCs are mostly obtained from cadaveric donors and samples after vitreoretinal surgery (Limb et al., 2002; Lawrence et al., 2007). In adult human retina, astrocytes, which share many features with MGCs, also present in retinal nerve fiber layer, and interfere the expansion and purification of MGCs *in vitro* (Lawrence et al., 2007). Moreover, immune rejection and risk of disease transmission are also obstacles of translational applications of these human MGCs (Eastlake et al., 2019). However, great progress in human induced pluripotent stem cells (hiPSCs) makes it possible to solve the above challenges. Retinal organoids (ROs), which can be generated by hiPSCs, are able to recapitulate the retinal development and form laminated retinal tissues (Zhong et al., 2014). Studies have demonstrated that the MGCs are the only glial cell type sharing a common progenitor with the retinal neurons, and they can emerge and survive in hiPSC-derived ROs (Zhong et al., 2014; Fligor et al., 2018; Capowski et al., 2019; Singh et al., 2021), providing many advantages in exploring the features of human MGCs.

Since there are many vital functions of MGCs in the human retina, the aim of our study is to clarify the developmental characteristics of human MGCs in hiPSC-derived ROs and establish protocols to enrich these cells, thus to facilitate the pathophysiological mechanism study of human MGCs and the treatment of MGC-related retinal diseases. Originating from RPCs, Ki67– SOX9+ CRALBP– GS– induced MGC (iMGC) precursors were identified in the early-stage ROs, while the Ki67– SOX9+ CRALBP+ GS+ mature iMGCs presented in the late-stage ROs. Importantly, the iMGCs were successfully enriched and expanded from the late-stage ROs, which exhibited similar morphological, structural, molecular and physiological features of primary human MGCs. The transcriptome pattern of the expanded iMGCs was also identified. Our findings provided new insights into the temporal and spatial development of human MGCs *in vivo* and established a simple approach to enrich these cells, laying the foundation for downstream investigation and application of human MGCs.

## Materials and Methods

### hiPSC Culture and RO Induction

Two hiPSC lines, BC1 and BC1-GFP lines were used in this study, which were gifts from Professor Linzhao Cheng (University of Science and Technology of China) (Chou et al., 2011; Zou et al., 2012). hiPSCs were cultured on Matrigel-coated (Corning, USA) plates in mTeSR1 medium (Stem Cell Technologies, Canada) and passaged at ~80% confluence every 5–7 days. RO induction was performed as previously described (Zhong et al., 2014; Li et al., 2018; Guan et al., 2021). Briefly, on differentiation day (D) 0, hiPSCs were dissociated and cultured in low adherent dishes to form embryoid bodies (EBs). EBs were plated on Matrigel-coated dishes during D5–D7 with neural induction medium (NIM), which was composed of DMEM/F12 (1:1), 1% N2 supplement (Invitrogen), 1% non-essential amino acids (NEAA) (Gibco) and 2 μg/ml heparin (Sigma-Aldrich). From D16, the culture medium was changed to retinal differentiation medium (RDM), containing DMEM/F12 (12:5), 2% B27 (without vitamin A, Invitrogen), 1% NEAA, and 1% antibiotic-antimycotic (Gibco). By week (W) 4–6, optic vesicles with neural retina (NR) domains turned up and were lifted up with tungsten needles, then cultured in suspension to spontaneously form ROs. Retinal culture medium (RCM), which comprised RDM, 10% fetal bovine serum (FBS) (Gibco), 100 μM Taurine (Sigma-Aldrich), and 2 mM GlutaMAX (Invitrogen) were used after 1 week of detachment. From D90, B27 supplemented in RCM was replaced by N2 for long-term RO culture. Medium was changed twice a week.

### Expansion Culture of iMGCs

NR layers were isolated from ROs at different timepoints (D60, D90, D120, and D150) after differentiation, dissected into small pieces with a pair of tungsten needles, and then dissociated into single cells by incubation of accutase (Gibco) for 15–25 min at 37°C. Afterwards, cell suspension was plated at a density of 1 × 10^4^ cells per cm^2^ on Matrigel-coated plates with MGC culture medium consisting of DMEM, 10% FBS, 2 mM GlutaMAX, 1% NEAA and 1% antibiotic-antimycotic. These cells were noted as passage 0 (P0). After cells were expanded, they were passaged at approximately 90% confluence every 6–10 days. Medium was changed every 3–4 days. MIO-M1, a commercial MGC line obtained from human retina (Limb et al., 2002; Lawrence et al., 2007), served as a control in designated experiments, was cultured and expanded at a density of 1 × 10^4^ cells per cm^2^ on Matrigel-coated plates in 1640 medium containing 10% FBS and 1% antibiotic-antimycotic. They were passaged at ~90% confluence every 4–6 days. Medium was changed every 2–3 days. The cell doubling time (DT) of the passaged cells were measured according to the following equation (Zou et al., 2019):

$$\begin{array}{l} DT=\text{t}\times \left[\mathrm{lg}2/\left(\mathrm{lg}N\text{t}-\mathrm{lg}N0\right)\right] \end{array}$$

where *N*_*t*_ represents the cell number at time period *t* (days) and *N*_0_ represents the initial cell number at the cell-plating day.

### Immunofluorescence Staining

Collected ROs were fixed in 4% paraformaldehyde (PFA, Sigma) for 30 min at room temperature. Mouse eyeballs were fixed in 4% PFA overnight at 4°C. Fixed ROs and mouse eyeballs were dehydrated through ascending grades of sucrose solutions from 6.25, 12.5, to 25%. Then they were embedded in O.C.T compound for frozen sections. Cells cultured on coverslips were fixed with 4% PFA for 8 min. Coverslips or sections were incubated in blocking solution consisting of 10% donkey serum and 0.25% Triton X-100 for 1 h at room temperature. Primary antibodies were incubated in the proper dilution overnight at 4°C. After that, the cells or sections were incubated with the corresponding secondary antibodies with either Alexa Fluor 488, 555, or 647 (Life Technologies, USA) for 1 h at room temperature. DAPI (4',6-diamidino-2-phenylindole, Dojindo Molecular Technologies, China) was used for counterstaining nuclei. The used primary antibodies are listed in Supplementary Table S1. Fluorescence images were acquired with a fluorescence microscope (Zeiss, Germany), a microscope slide scanner (Zeiss, Germany) or an LSM 880 confocal microscope (Zeiss, Germany).

### Scanning Electron Microscope

The passaged iMGCs were grown on coverslips and fixed in a mixture containing 2.5% glutaraldehyde and 2% PFA at 4°C overnight. Then these samples were sent to Electron Microscopy Core Facility at Fuda Testing Group (Guangzhou, China) for dehydration, drying, coating, and observed by scanning electron microscope (Apreo 2; FEI, Inc., Carlsbad, CA, USA).

### Transmission Electron Microscopy

The passaged iMGCs were cultured on plates and dissociated into cell suspension with 0.25% trypsin-EDTA (Gibco). Then cells were centrifuged into cell aggregates and fixed in mixture containing 2.5% glutaraldehyde and 2% PFA at 4°C overnight. After that, these samples were sent to Electron Microscopy Core Facility at Fuda Testing Group (Guangzhou, China) for dehydration, bedding, sectioning, staining and observed by transmission electron microscope (Tecnai G2 Spirit; FEI, Inc, Carlsbad, CA, USA).

### Electrophysiological Experiment

Whole-cell recordings at current-clamp mode were performed using an Integrated Patch-Clamp Amplifier (Sutter Instrument, USA) controlled by Igor 8 software (WaveMetrics, USA), filtered at 5 kHz and sampled at 20 kHz. Patch pipettes (4–6 MΩ) were filled with the internal solution containing the following (in mM): 130 K-gluconate, 10 HEPES, 10 KCl, biocytin 0.1–0.4%, 4 MgATP, 0.5 Na3GTP and 10 Na-phosphocreatine; pH 7.2–7.4. Osmolarity was adjusted to 290–300 mOsm. Recordings were performed at room temperature. Cultured iMGCs were perfused with ACSF (in mM): 124 NaCl, 3 KCl, 1.25 NaH_2_PO_4_, 1 MgCl_2_, 2 CaCl_2_, 26 NaHCO_3_, and 10 dextrose, bubbled with 95% O_2_/5% CO_2_. iMGCs were selected for study if they had a resting membrane potential <-30 mV. L-glutamate was applied to iMGCs by Picospritzer III (General Valve Corporation, USA) with Puff perfusion. The tip diameter of puff micropipettes was about 2–5 μm and puff pressure was between 4 and 6 psi. Glutamate at 100 μM was locally delivered using local pressure-puff.

### RNA-seq and Data Analysis

Samples from BC1-GFP hiPSCs and their derivatives were used to perform RNA-seq and data analysis. HiPSCs (~2 × 10^6^ cells per experiment, three independent experiments), NR layers isolated from D70-ROs and D150-ROs (five ROs per experiment, three independent experiments), P1 and P5 iMGCs from NR layers of D150-ROs (~1 × 10^6^ cells per experiment, three independent experiments) were collected in Trizol reagent (Invitrogen) and stored in a −80°C freezer. Then all of these samples were submitted to Gene Denovo Biotechnology Co. (Guangzhou, China) for RNA extraction, library construction, sequencing and data analyses. Total RNA was extracted using Trizol reagent kit (Invitrogen) according to the manufacturer's protocol. RNA quality was assessed on an Agilent 2100 Bioanalyzer (Agilent Technologies). Oligo (dT) beads were used to isolate the poly mRNA from the total RNA. The enriched mRNA was fragmented and reverse transcribed into cDNA using random primers. After synthesis of the second strand, the cDNA was purified, end-repaired and ligated to Illumina sequencing adapters. The ligation products were size selected, amplified, and sequenced. Raw reads were filtered and the clean reads were obtained. Afterwards, an index of the reference genome was built, and paired-end clean reads were mapped to the reference genome using HISAT2 (Kim et al., 2015). The mapped reads of each sample were assembled by using StringTie (Pertea et al., 2016). For each transcription region, a fragment per kilobase of transcript per million mapped reads (FPKM) value was calculated to quantify its expression abundance and variations, using RSEM software (Li and Dewey, 2011). Correlation analysis was performed by R. Correlation and principal component analysis (PCA) was performed with R package gmodels (http://www.r-project.org/). Differential expression analysis was performed by DESeq2 software (Love et al., 2014) between two different groups. The genes/transcripts with the parameter of false discovery rate (FDR) below 0.05 and absolute fold change ≥2 were considered differentially expressed genes/transcripts (DEGs). Then the upregulated DEGs were underwent Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis, and the GO terms or pathways with an adjust *p*-value ≤ 0.05 (qvalue) were defined as significant enriched GO terms or pathways.

### Animals and Subretinal Transplantation of iMGCs

NOD/SCID mice were used in this study. The animal study was reviewed and approved by the Animal Ethics Committee of the Zhongshan Ophthalmic Center, Sun Yat-Sen University. All experiments complied with national animal care guidelines. Four to six-week-old NOD/SCID mice were divided into two groups: a treatment group injected with the P2 or P5 iMGCs from BC1-GFP or BC1 ROs older than D120 (1 ×10^5^ cells in 1.5 μl DMEM per eye), and a vehicle control group injected with DMEM (1.5 μl per eye). Subretinal injections were performed using a 2.5 μl Hamilton syringe and 33 G needle (Hamilton, Swizerland). Fundus photography (Topcon TCR-50DX) and optical coherence tomography (OCT, Envisu R-Class) examination were done to dynamically track the donor cells in subretinal space (SRS). These transplanted mice were monitored for about 4 weeks. The mice were sacrificed by cervical dislocation at days 3, 7, and 21 after surgery. The experimental eyeballs of mice were removed and fixed with 4% PFA overnight at 4°C.

### Statistical Analysis

Statistical analyses were performed using GraphPad Prism Software 8.0.1 (GraphPad Software, USA). The results of electrophysiological experiment are presented as the mean ± SEM (standard error of mean), and other results are presented as the mean ± SD (Standard Deviation). *P* < 0.05 was considered statistically significant. For statistical analysis of RNA-seq, see RNA-seq and Data Analysis for more details.

## Results

### Temporal and Spatial Development of MGCs in hiPSC-Derived ROs

To observe the development of human MGCs, dissociated hiPSCs were differentiated into ROs according to our published retinal differentiation protocol (Zhong et al., 2014; Li et al., 2018; Guan et al., 2021). During W4–W7, three-dimensional (3D) ROs with thick and transparent NRs spontaneously formed, resembling human eye-cups (Figure 1A; Supplementary Figure S1). Immunofluorescence staining of these ROs showed that at the early stage of differentiation (D60–D90), most cells in the NR layer firstly co-expressed RPC markers Ki67, SOX9, VSX2, vimentin and nestin, representing a population of RPCs (Figures 1B,C). Some early-born retinal neurons such as BRN3+ PAX6+ ganglion cells and CRX+ photoreceptor cells were also seen in the NR layer at this stage (Supplementary Figures S2A–C). As the differentiation progressed, RPCs exited the cell cycle and differentiated into Ki67– VSX2– SOX9+ CRALBP- GS- cells, which gradually migrated to the intermediate layer of NRs and were defined as MGC precursors to represent a transitional period of developing MGCs between RPCs and mature MGCs (Figures 1B,C). At the late stage of differentiation (D120 afterwards), the MGCs expressed markers CRALBP and GS specific for mature MGCs (Limb et al., 2002; Eastlake et al., 2019) and stretched the whole width of NRs with their cell processes (Figures 1B,C; Supplementary Figures S3A,B). RPC and MGC markers SOX9, nestin and vimentin were also expressed in the intermediate layer of NRs from D120 (Figures 1B,C), implying the mature MGCs emerged in the late-stage RO (Zhong et al., 2014; Fligor et al., 2018; Capowski et al., 2019). Surprisingly, GFAP, a marker for astrocyte and active MGC (Vecino et al., 2016; Reichenbach and Bringmann, 2020), was not expressed in the NR of ROs at both the early and late stages (Supplementary Figures S2D, S4). In addition, the NR layers were negative for optic stalk marker PAX2 and forebrain cell marker SOX1, further confirming MGCs in NR layers indeed originated from retina (Supplementary Figure S2D).

**Figure 1:**
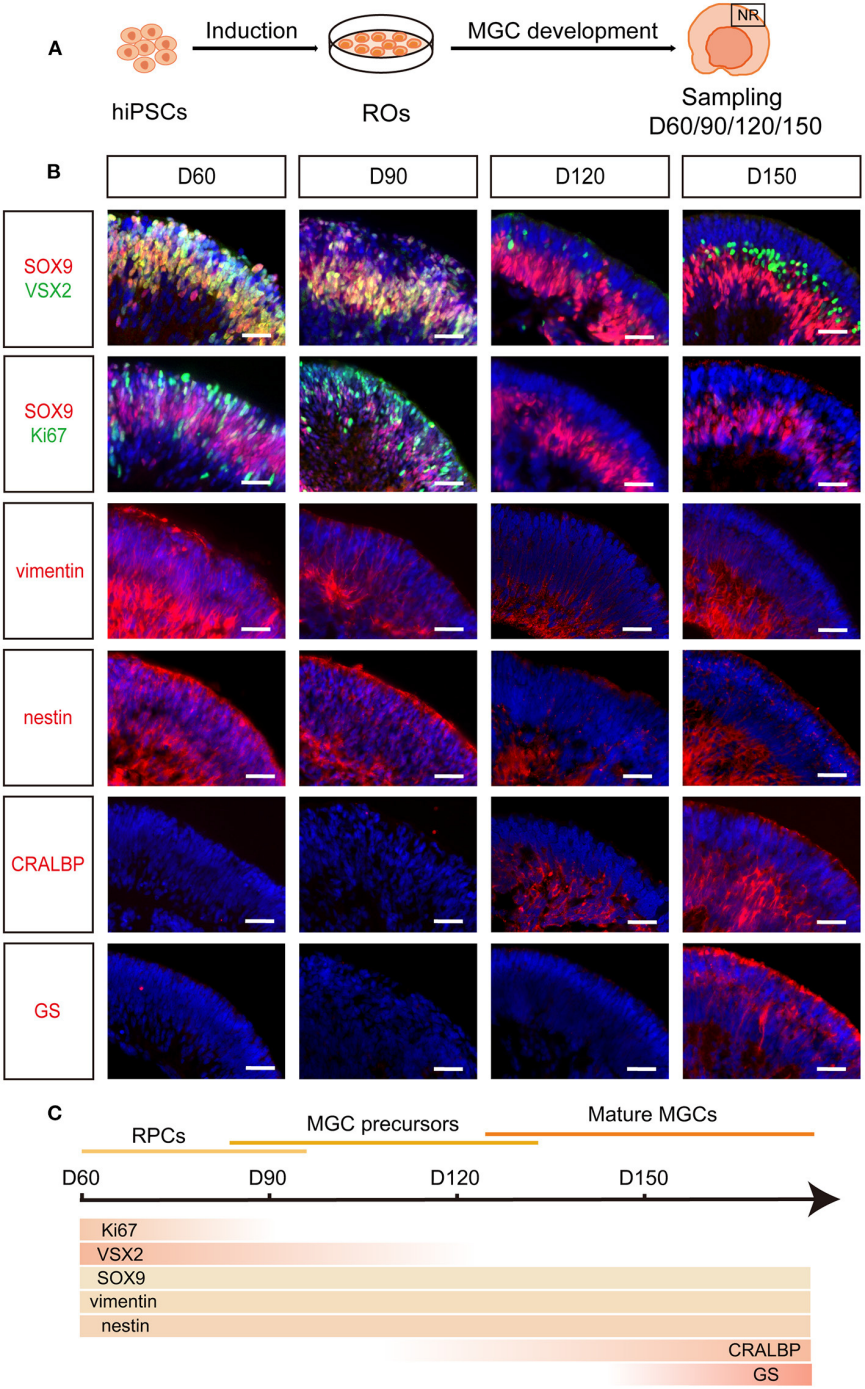
Spatiotemporal development of MGCs in hiPSC-derived ROs. **(A)** Schematic overview of the development of MGCs in ROs. **(B)** Immunofluorescence staining showed the expression of markers VSX2, SOX9, Ki67, vimentin, nestin, CRALBP and GS in D60-, D90-, D120-, and D150-ROs. **(C)** Schematic diagram of MGCs development in hiPSC-derived ROs. hiPSC, human induced pluripotent stem cell; ROs, retinal organoids; MGC, Müller glial cell; NR, neural retina. Scale bars = 50 μm **(B)**.

RNA-seq analysis further characterized the development of MGCs during retinal differentiation. 

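RNA was taken from undifferentiated BC1-GFP hiPSCs, a human induced pluripotent stem cell line that carries a GFP reporter, and from the NR layers of ROs at day 70 (D70-ROs) and day 150 (D150-ROs). The methods describe 3 independent experiments per group, with about 2000000 hiPSCs or 5 ROs in each. The deposited descriptions of the samples also give 3, while the deposited description of the whole data set gives 2 for these groups, with 3 to 5 ROs in each and only a lower bound for the hiPSCs. It is therefore open whether the 3 libraries of each group are independent of each other. Poly(A) RNA was sequenced, and the authors mapped the reads with HISAT2, assembled them with StringTie and quantified each gene with RSEM. Their deposited values are an expected count, which is RSEM's estimate of the reads from a gene, and an FPKM value for each of 19684 genes. The expected counts are not normalized. They summed to between 18934071 and 20398755 per hiPSC library, between 11349600 and 19722949 per D70-RO library and between 15448141 and 16476580 per D150-RO library. Between 11986 and 12643 genes reached 1 FPKM in each of these 9 libraries. For the tests, the counts were rounded to whole numbers and scaled with TMM factors, and 2 groups at a time were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Genes with an FPKM of at least 1 in at least 3 of the libraries compared were tested. A gene was called a DEG when its adjusted p was under 0.05 and its fold change was at least 2, the limits given in the methods. Means of FPKM are given with the SD over 3 libraries. Intervals and lower bounds on fold changes cover counting error only. Gene positions are those of GENCODE 29 on GRCh38, which holds all 19684 gene identifiers, because the paper's text names neither the genome build nor the annotation. The methods name 1 sequencing company for all samples, while the description of the whole data set also names a further company and a correction between batches, without saying which libraries either refers to. A sequencing batch that follows the stages therefore cannot be told apart from the stage.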

PCA indicated developmental age as the first principal component explaining almost 74% of the variance (Figure 2A). 

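Principal component analysis of the FPKM of all 19684 genes, centred and without scaling of the genes, gave a first component with 73.7% of the variance and a second with 22.3%. The mean scores on the first component were −10510 for the D70-ROs (3 libraries, −11990 to −8935), −762.4 for the hiPSCs (−2025 to 536.4) and 11270 for the D150-ROs (10990 to 11600). The hiPSCs thus lay between the D70-ROs and the D150-ROs on this component. The 10 genes with the largest weights, EEF1A1, RPS2, GAPDH, RPL13A, RPS3A, RPLP0, RPL4, ACTG1, RPL7A and CRABP1, carried 50.7% of it. On log2(FPKM + 1) the first component held 75.3%, and its mean scores were −108.1 for the hiPSCs, 22.2 for the D70-ROs and 85.9 for the D150-ROs. Of the alternatives tried, scaling each gene to unit variance moved the share most, to 53.3%. With each library left out in turn, the share on FPKM stayed between 70.4% and 79.0%.

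**Figure D1:**
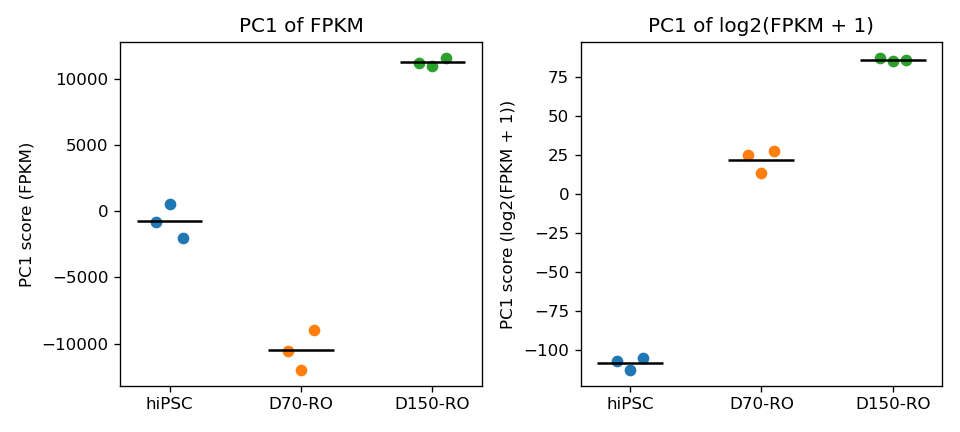
Scores on the first principal component of hiPSCs, D70-ROs and D150-ROs, from FPKM on one panel and from log2(FPKM + 1) on the other. Points are libraries and black lines are the means of 3 libraries; the hiPSCs average −762.4 on FPKM, between both kinds of ROs, and −108.1 on log2(FPKM + 1), below both.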

Differential expression analysis showed that there were substantial differences among hiPSCs and ROs at different stages (Figure 2B; Supplementary Figures S5A,B). 

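The 3 libraries of both groups did not overlap for 9774 of 12954 genes tested between D70-ROs and hiPSCs, 11662 of 13344 between D150-ROs and hiPSCs and 9921 of 12855 between D150-ROs and D70-ROs, where chance gives 10%. Among these genes, 5569, 7804 and 4225 were also DEGs. A total of 1352 genes were DEGs in all 3 comparisons. A further 3248 genes were DEGs at both stages against hiPSCs only, 581 at D70 against hiPSCs and between the stages only, and 1967 at D150 against hiPSCs and between the stages only. The genes called in a single comparison numbered 458, 1275 and 376. The number shared by all 3 comparisons was 2002 when every gene with a value above 0 was tested and 718 when each gene was tested against a 2-fold change. Both comparisons with hiPSCs use the same 3 hiPSC libraries, which gives correlated fold changes even where nothing changed. Across 12773 genes, which are not independent replicates, the log2 fold changes at D70 and D150 had a Pearson correlation of 0.873 and the same sign in 82.0% of genes. In 5 simulations with unchanged groups that shared their control libraries, the mean correlation was 0.477 and 66.5% of genes had the same sign. They were made on 13549 genes and so not on the same set. On average 0.2 genes were called in both simulated comparisons, against 4600 in the data. The correlation simulated for unchanged groups is therefore not a share of the observed one.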

When compared with hiPSCs, the number of differential expression genes (DEGs) that showed more than or equal to 2-fold change in D70-ROs or D150-ROs was, respectively, up to 6860 and 9238. 

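Between D70-ROs and hiPSCs, 5639 DEGs were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 9735 genes passed the adjusted p alone. Between D150-ROs and hiPSCs, 7842 DEGs were called, and 11635 genes passed the adjusted p alone. DESeq2 with its own size factors called 5638 and 7832 genes on the same genes and limits, of which 5571 and 7826 were the same genes. Of the alternatives set in advance, testing every gene with a value above 0 moved both counts most, to 7292 and 9574. With each library left out in turn, the counts stayed between 5516 and 5806 for the D70-ROs and between 7707 and 7938 for the D150-ROs.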

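Between D150-ROs and D70-ROs, 4276 genes were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at the same limits. The adjusted p alone was passed by 9499 genes. DESeq2 called 4281, and 4250 genes were called by both tools. When the test was made against a 2-fold change itself, 2830 genes passed. Leaving out each library in turn gave between 3978 and 4523 genes. The lowest count came without D70-RO replicate 2, which has the smallest total of the 15 libraries. The change also differed with transcript length, a check chosen after seeing the data. The 25% of genes with the shortest transcripts had a median log2 fold change of −0.67 and the 25% with the longest transcripts a median of 0.56, and 2705 of the genes called were also called in the same direction once a smooth trend on GC content and length was removed.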

And when compared with D70-ROs, there were 5214 DEGs in D150-ROs (Figure 2B; Supplementary Figures S5A,B). GO analysis showed that the upregulated DEGs of D150-ROs comparing to hiPSCs were enriched in cellular components related to MGCs development, such as cytoskeleton, cilium, cell projection (Figure 2C). While KEGG analysis revealed that the upregulated DEGs of D150-ROs comparing to hiPSCs were enriched in signaling pathways related to the functions of MGCs, such as Glutamatergic synapse (Figure 2D). Pluripotency marker genes including *FOXD3, TERT, TDGF1*, and *NANOG* were high expressed in hiPSCs but low in hiPSC-derived ROs (Figure 2E). In addition, RPC-related genes such as *OLIG2 and DLL3* were enriched in the early-stage ROs (Figure 2F). 

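NANOG (ENSG00000111704, chromosome 12, 7787794 to 7799141) had 42.0 ± 3.63 FPKM (SD, n = 3) in hiPSCs, 0.117 ± 0.0252 in D70-ROs and 0.113 ± 0.0751 in D150-ROs. Against hiPSCs, the log2 fold change was −9.29 in D70-ROs (standard error 0.25, adjusted p = 3.8e-10 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −8.52 in D150-ROs (standard error 0.16, adjusted p = 1.57e-12 by the same test). Without each library in turn, the value for D70-ROs lay between −9.77 and −8.91. The value moved most, to −7.60 among the alternatives set in advance, with limma on log2(FPKM + 0.1). TDGF1 (ENSG00000241186, chromosome 3, 46574534 to 46582463) fell from 254.0 ± 31.0 FPKM, by log2 fold changes of −8.88 in D70-ROs and −9.23 in D150-ROs (adjusted p = 6.17e-10 and 1.62e-12 by the same test). TERT (ENSG00000164362, chromosome 5, 1253147 to 1295069) had 7.06 ± 0.534 FPKM in hiPSCs, and its log2 fold changes were −7.37 and −7.89. FOXD3 (ENSG00000187140, chromosome 1, 63323041 to 63325126) had 9.92 ± 0.848 FPKM and 1227 counts in the hiPSCs, and 2 counts in each group of ROs. The 95% counting interval of its log2 ratio to hiPSCs was −12.18 to −7.28 in D70-ROs and −12.37 to −7.46 in D150-ROs. GDF3 had 736 counts in the hiPSCs, 2 in D70-ROs and 1 in D150-ROs, with intervals of −11.44 to −6.54 and −14.89 to −7.10. All 8 genes drawn in Figure 2E were called lower in both groups of ROs, and the log2 fold changes of the other 6 ran from −9.29 to −5.83 in D70-ROs and from −9.29 to −6.28 in D150-ROs. Adjusted over the list alone, 8 were called in each, which is not independent evidence, since the study chose these genes on the same libraries.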

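DLL3 (ENSG00000090932, chromosome 19, 39498895 to 39508481) had 3.78 ± 0.472 FPKM (SD, n = 3) in hiPSCs, 21.0 ± 2.48 in D70-ROs and 2.59 ± 0.295 in D150-ROs. The log2 fold change of DLL3 was 2.40 in D70-ROs against hiPSCs (standard error 0.15, adjusted p = 9.95e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −3.19 in D150-ROs against D70-ROs (standard error 0.14, adjusted p = 3.67e-07 by the same test). OLIG2 (ENSG00000205927, chromosome 21, 33025845 to 33029196) was low throughout, at 0.117 ± 0.0351, 1.28 ± 0.305 and 0.290 ± 0.0557 FPKM. OLIG2 had a log2 fold change of 3.25 in D70-ROs against hiPSCs (standard error 0.35, adjusted p = 7.85e-06) and −2.18 in D150-ROs against D70-ROs (standard error 0.29, adjusted p = 1.43e-04), both by the same test. The second change fell under 2-fold, at −0.81, with limma on log2(FPKM + 1), a setting chosen after seeing the data. All 8 genes of Figure 2F were called higher in D70-ROs than in hiPSCs (log2 fold changes 1.19 to 6.36 for 7 of them, and a 95% counting interval of 6.66 to 11.57 for ELAVL4, which had 2 counts in hiPSCs) and lower in D150-ROs than in D70-ROs (−5.83 to −2.02). Adjusted over the list alone, 8 were called in each comparison, on the libraries on which the study chose them and so without being independent evidence. The smallest rise, of FGF19, was no longer called when tested against a 2-fold change (adjusted p = 0.157 by edgeR). Between D150-ROs and hiPSCs, 6 of the genes were tested, of which 1 was higher and 1 lower.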

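RLBP1 (ENSG00000140522, chromosome 15, 89209869 to 89221751), which encodes CRALBP, had 0.0733 ± 0.0404 FPKM (SD, n = 3) in hiPSCs, 1.16 ± 0.514 in D70-ROs and 33.5 ± 3.66 in D150-ROs. It was too low to be tested between D70-ROs and hiPSCs, and rose by a log2 fold change of 4.66 from D70-ROs to D150-ROs (standard error 0.27, adjusted p = 1.19e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CRYAB (ENSG00000109846, chromosome 11, 111908565 to 111923722) had 1.22 ± 1.06, 3.89 ± 0.512 and 10.9 ± 1.21 FPKM in hiPSCs, D70-ROs and D150-ROs. From hiPSCs to D70-ROs it changed by 1.95 on the log2 scale (standard error 0.39, adjusted p = 8.77e-04) and from D70-ROs to D150-ROs by 1.30 (standard error 0.19, adjusted p = 2.68e-04), both by the same test. The later rise did not pass a test against a 2-fold change (adjusted p = 0.0944 by edgeR). CA2 (ENSG00000104267, chromosome 8, 85463852 to 85481493) had 2.37 ± 0.0300, 9.33 ± 0.821 and 25.9 ± 3.15 FPKM. Its log2 fold changes were 1.84 (adjusted p = 3.03e-06) and 1.25 (adjusted p = 3.11e-05) by the same test. SLC1A3 (ENSG00000079215, chromosome 5, 36606355 to 36688334) had 6.64 ± 0.488, 9.05 ± 1.67 and 28.0 ± 0.618 FPKM. Its early change of 0.39 on the log2 scale was not past the threshold (standard error 0.18, adjusted p = 0.0721), and it rose by 1.41 from D70-ROs to D150-ROs (standard error 0.16, adjusted p = 5.05e-05), by the same test. Of the 7 MGC-related genes of Figure 2G, 5 of 6 tested were called higher in D70-ROs than in hiPSCs, 5 of 7 in D150-ROs than in D70-ROs, and 7 of 7 in D150-ROs than in hiPSCs, where the log2 fold changes ran from 1.79 to 8.38. The same numbers were called when adjusted over the list alone, which is not independent evidence, as the study chose the genes on these libraries.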

While MGC-related genes, such as *CRYAB, RLBP1, CA2*, and *SLC1A3* were progressively upregulated over the differentiation process (Figure 2G; Supplementary Figure S5C), which were consistent with the previous studies (Hoshino et al., 2017; Kim et al., 2019; Yan et al., 2020; Couturier et al., 2021). 

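SOX9 (ENSG00000125398, chromosome 17, 72121020 to 72126420) had 4.94 ± 0.639 FPKM (SD, n = 3) in hiPSCs, 35.5 ± 4.29 in D70-ROs and 42.6 ± 3.81 in D150-ROs. Its log2 fold change against hiPSCs was 2.71 in D70-ROs (standard error 0.15, adjusted p = 3.74e-08) and 2.75 in D150-ROs (standard error 0.11, adjusted p = 3.24e-10) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. From D70-ROs to D150-ROs the change of 0.04 did not exceed its standard error of 0.12 (adjusted p = 0.798 by the same test), and its sign turned with upper-quartile scaling (−0.07). VIM (ENSG00000026025, chromosome 10, 17228259 to 17237593) had 142.1 ± 18.9, 1535 ± 428.1 and 1065 ± 76.0 FPKM. VIM changed by 3.31 on the log2 scale in D70-ROs (standard error 0.21, adjusted p = 1.05e-07) and 2.55 in D150-ROs (standard error 0.10, adjusted p = 2.96e-10) against hiPSCs, by the same test. The change of −0.76 between D70-ROs and D150-ROs was under 2-fold (standard error 0.19, adjusted p = 0.00565 by the same test).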

The expression of RPC and MGC genes *SOX9* and *VIM* significantly increased in the early-stage ROs when compared to hiPSCs and kept high expression level in late-stage ROs (Figure 2G). Additionally, the expression of astrocyte marker *GFAP* and forebrain cell marker *SOX1* were not detectable, and the expression level of the optic stalk marker *PAX2* was very low in ROs at different stages (Supplementary Figure S5C). Part of these results were verified by the immunostaining analysis described above (Figure 1B; Supplementary Figures S2D, S4).

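GFAP (ENSG00000131095, chromosome 17, 44903161 to 44916937) had 0.56, 0.22 and 1.03 FPKM in the 3 D70-RO libraries, from 81 counts, and 1.85, 1.76 and 1.73 FPKM in the 3 D150-RO libraries, from 232 counts. The hiPSC libraries had 1.36, 0.96 and 0.75 FPKM. GFAP was higher in D150-ROs than in D70-ROs (log2 fold change 1.37, standard error 0.38, adjusted p = 0.00944 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a difference that did not pass a test against a 2-fold change (adjusted p = 0.240 by edgeR). Against hiPSCs, the D150-ROs did not differ past the threshold (0.44, standard error 0.22, adjusted p = 0.0782 by the same test). SOX1 (ENSG00000182968, chromosome 13, 112067647 to 112070488) had 0.07, 0.50 and 0.08 FPKM in D70-ROs, from 24 counts, and 0.02, 0.02 and 0 FPKM in D150-ROs, from 2 counts. It was too low to be tested in any comparison among these stages. PAX2 (ENSG00000075891, chromosome 10, 100735603 to 100829941) had 0.09, 0.20 and 0.11 FPKM in hiPSCs, 16.9, 29.3 and 5.67 in D70-ROs and 3.76, 3.03 and 3.93 in D150-ROs. Against hiPSCs, its log2 fold change was 6.84 in D70-ROs (standard error 0.68, adjusted p = 3.81e-06) and 4.02 in D150-ROs (standard error 0.24, adjusted p = 1.02e-08), by the same test. From the fall of the pluripotency genes, the early enrichment of RPC-related genes and the rise of MGC-related genes, with these non-retinal markers beside them, the paper characterizes the development of MGCs during retinal differentiation.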

**Figure 2:**
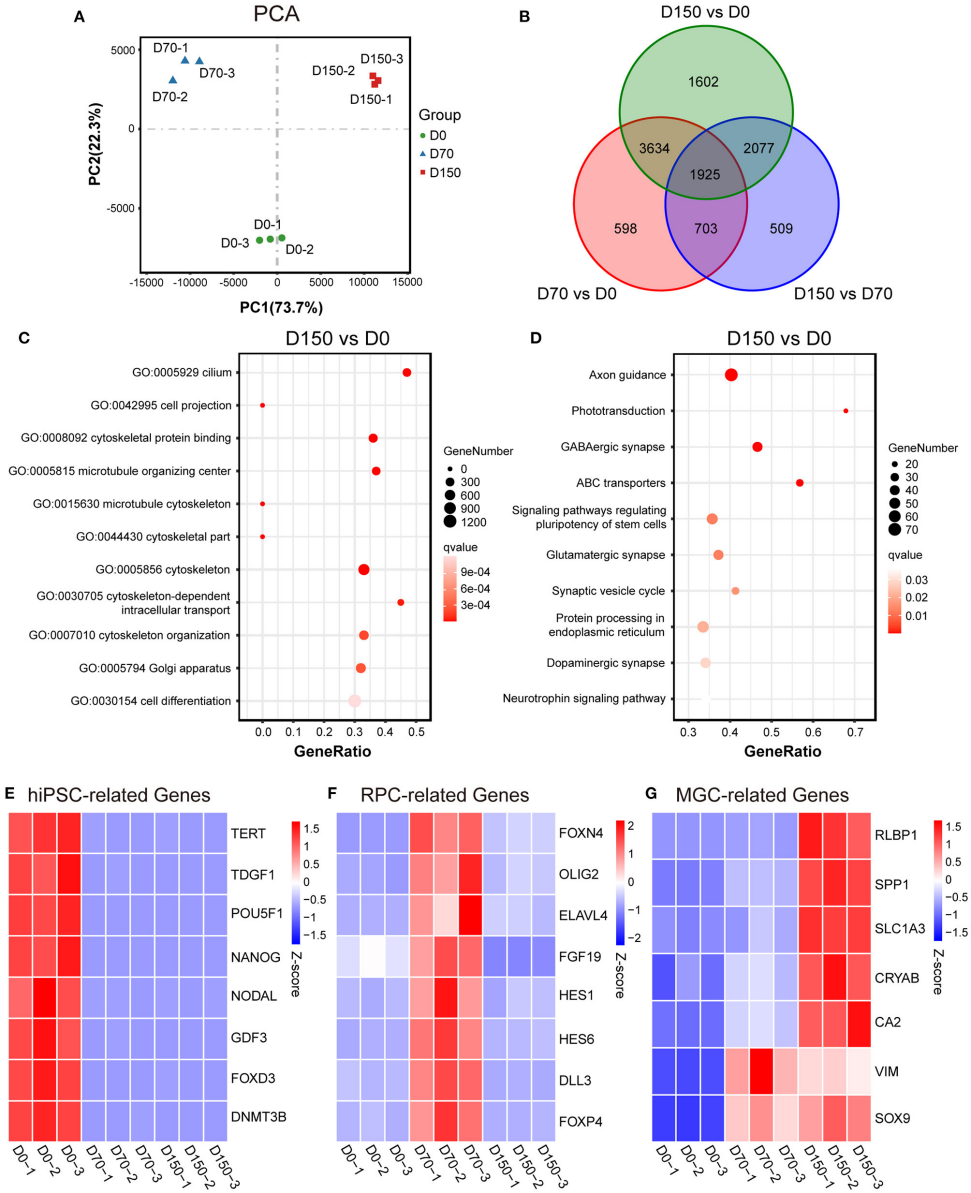
RNA-seq analysis of MGC development in ROs at different stages. **(A)** Principal components analysis (PCA) showed a comparison of the transcriptome data in hiPSCs (D0) and ROs at different stages. **(B)** Venn diagram showed the number and overlapping relations of the differentially expressed genes (DEGs) among hiPSCs and ROs at different stages. **(C)** Dot plot showed Gene Ontology (GO) analysis of the upregulated DEGs of D150-ROs comparing to hiPSCs; GO terms with an adjust *p*-value (qvalue) ≤ 0.05 were defined as significant enriched GO terms. **(D)** Dot plot showed Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of the upregulated DEGs of D150-ROs comparing to hiPSCs; signaling pathways with qvalue ≤ 0.05 were defined as significant enriched pathways. **(E–G)** Heatmap showed the expression pattern of the hiPSC-related genes **(E)**, RPC-related genes **(F)** and MGC-related genes **(G)** in hiPSCs (D0), D70-ROs (D70), and D150-ROs (D150). Blue to red indicated a gradient from low to high gene expression. hiPSC, human induced pluripotent stem cell; NR, neural retina; ROs, retinal organoids; RPC, retinal progenitor cell; MGC, Müller glial cell; −1, −2, and −3, experimental replicates; VS, versus. *VIM*, gene name of vimentin; *RLBP1*, gene name of CRALBP.

Altogether, RPCs from both hiPSC lines sequentially differentiated into MGC precursors and mature MGCs in hiPSC-derived ROs and the mature MGCs were spatially located in the intermediate layer of NRs, which recapitulates the spatiotemporal pattern of MGC development in human fetal retina (Figure 1C) (Xiang, 2013; Quinn and Wijnholds, 2019).

### The Enrichment of iMGCs From hiPSC-Derived ROs

To acquire MGCs with high purity and expansion ability, according to the timecourse of MGC development in ROs described above, we tried to expand the MGCs from ROs at early (D60, D90) and late (D120, D150) stages. NR layers isolated from ROs were dissociated into retinal cells, and these cells were seeded in culture plates, noted as P0 (Figure 3A). The primary cells from early- and late-stage ROs are both expandable, but exhibited different growth patterns (Figure 3B). As for cells from the early-stage ROs, majority of primary cells survived, proliferated quickly and reached confluency in about 1 week (Figure 3B). In contrast, only a few of primary cells from the late-stage ROs could survive, grew in a single clone, proliferated slowly and took more than 2 weeks to reach confluency (Figure 3B). In addition, the cell doubling time of the passaged cells peaked at P6 cells from the early stage ROs and P10 ones from the late-stage ROs, respectively (Figure 3C), indicating that cells from the latter could expand more times than from the former. After passage, the expanded cells from both the early- and late-stage ROs were progressively elongated and exhibited a spindle-like shape with rough membrane and abundant projections in a few days (Figure 3D), showing similar morphological features of primary MGCs isolated from human adult retina (Limb et al., 2002; Lawrence et al., 2007).

**Figure 3:**
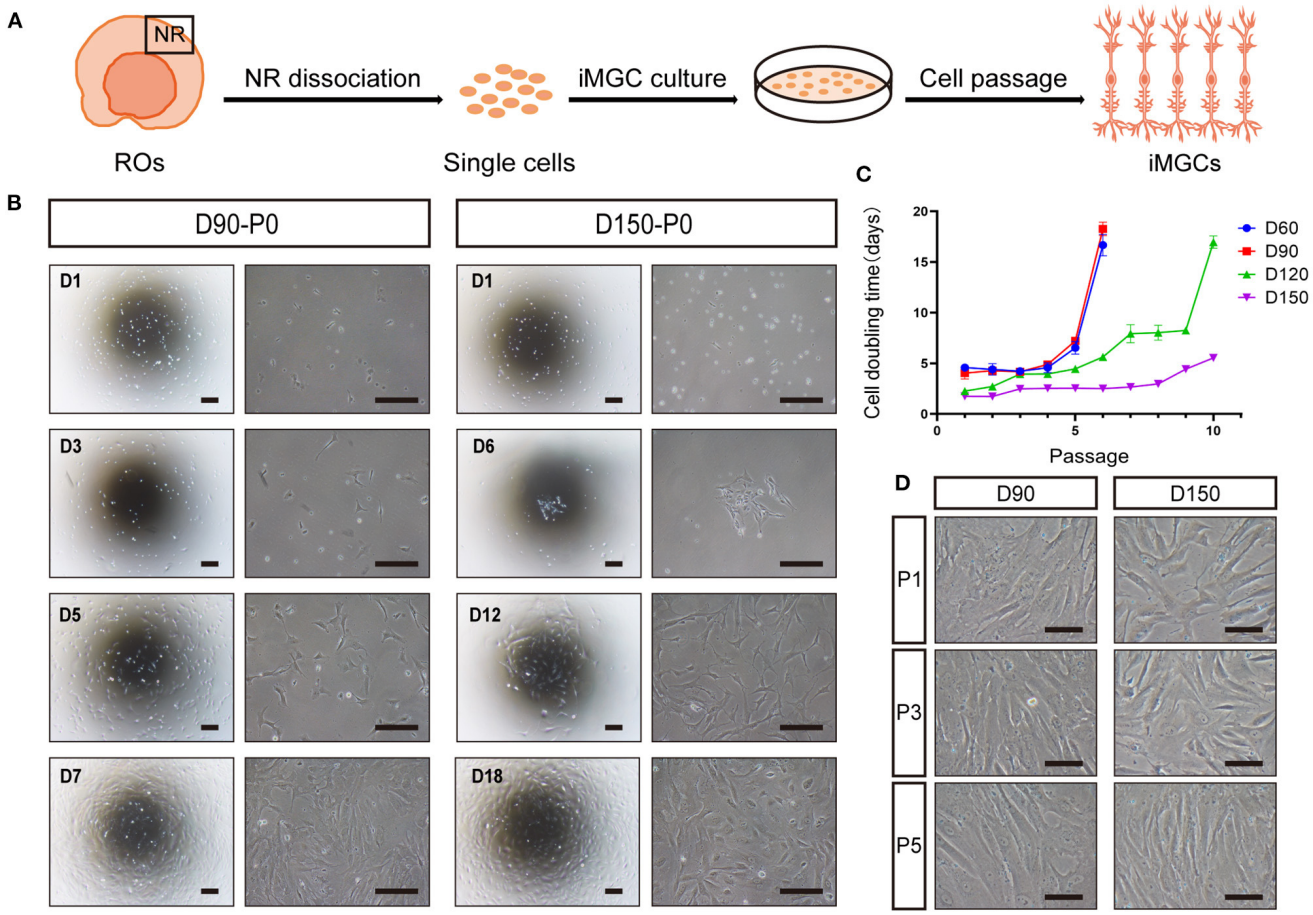
Optimal expansion of induced MGCs (iMGCs) from hiPSC-derived ROs. **(A)** Schematic diagram of expansion of iMGCs from hiPSC-derived ROs. **(B)** Bright-field images showed the distinguished morphological features of the passage 0 (P0) cells isolated from D90-ROs (D90-P0) and D150-ROs (D150-P0). **(C)** The cell doubling time showed different expansion capability of cells isolated from D60-, D90-, D120-, and D150-ROs. **(D)** Bright-field images showed no obvious morphological difference in P1, P3, and P5 cells expanded from D90- and D150-ROs, all appearing a spindle-like shape. ROs, retinal organoids; NR, neural retina. Scale bars = 200 μm **(B)** and 100 μm **(D)**.

Immunofluorescence staining was performed to validate the molecular signature of the passaged cells from ROs at different stages. The majority of passaged cells from early-stage ROs strongly expressed RPC and MGC markers SOX9, vimentin and nestin, but did not express key mature MGC marker GS (Figures 4A,B). Some of these cells weakly expressed VSX2 and PAX6 and a few of them expressed photoreceptor cell marker CRX (Figures 4A,B). These results indicated that the passaged cells from early-stage ROs might be mixtures of RPCs, MGC precursors and the other retinal neurons. Whereas, nearly all passaged cells from late-stage ROs were positive for MGCs markers SOX9, vimentin, nestin and GS, but rarely expressed markers VSX2, PAX6, or CRX, indicating that these cells were MGCs with high purity (Figures 4A–C; Supplementary Figure S6A).

**Figure 4:**
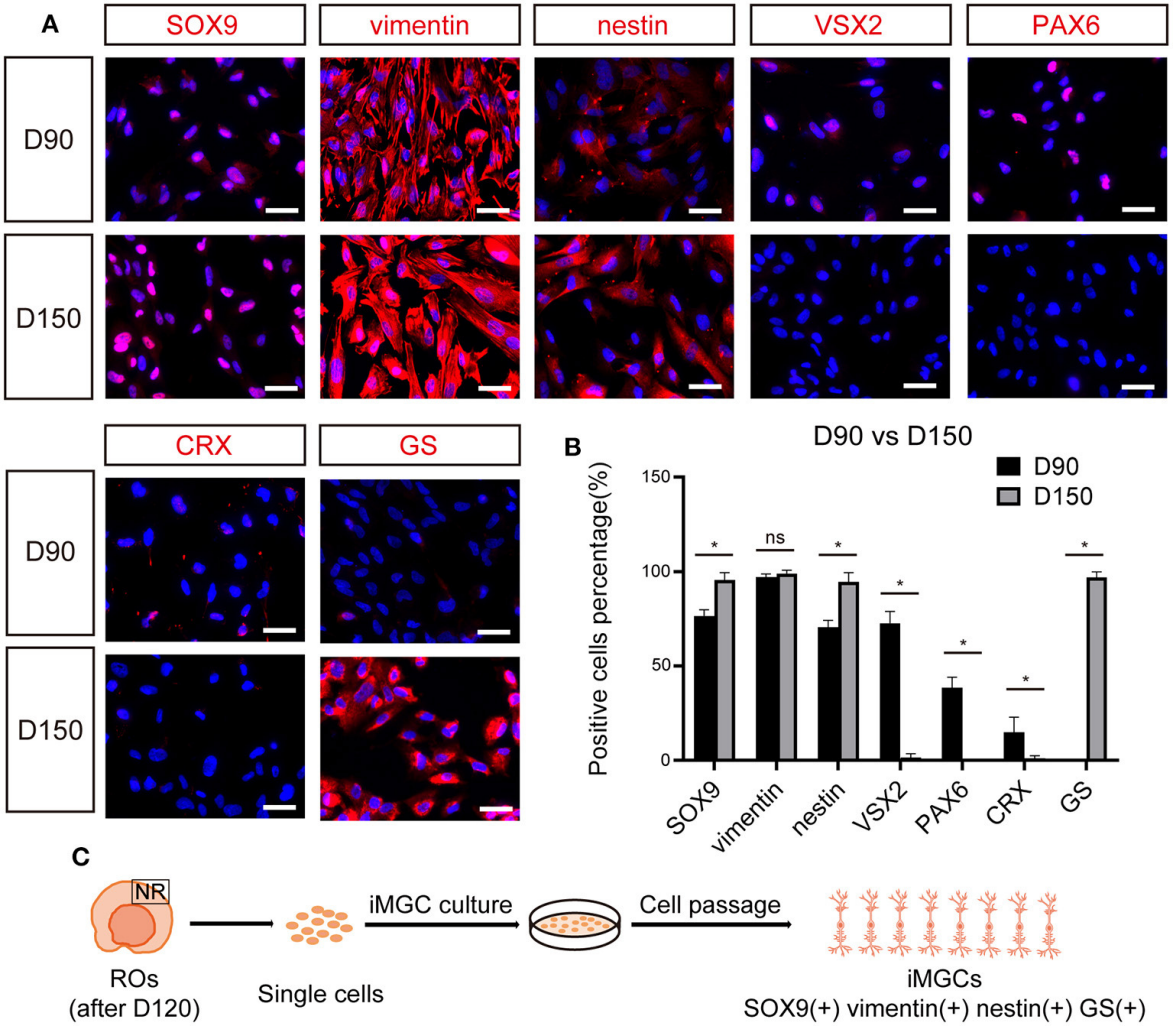
The expression of cell-specific markers in passaged iMGCs from early- and late- stage ROs. **(A)** Immunofluorescence staining showed the expression of markers SOX9, vimentin, nestin, VSX2, PAX6, CRX, and GS in the passaged cells isolated from D90- and D150-ROs. **(B)** Percentage of positive cells in **(A)**. Cell number > 100, *p < 0.05. **(C)** Schematic diagram of molecular characteristics of iMGCs isolated from the late-stage ROs. ROs, retinal organoids; ns, no significance; Scale bars = 50 μm **(A)**.

Collectively, above data indicated that the late-stage ROs were the optimal choice for the enrichment of iMGCs which could be serially expanded more than 10 passages, yielding large numbers of cells with high quality and purity. For example, 10 late-stage ROs could produce ~100 million P2 cells within 15 days. These cells could be also cryopreserved for future applications. The P1 to P5 iMGCs were used for further characterization in this study unless otherwise noted. In addition, although the morphological and molecular features of the expanded iMGCs from the BC1 and BC1-GFP hiPSCs tested were quite similar, the variability of iMGCs from these two lines were also observed. The iMGCs from BC1-GFP ROs had a slightly stronger expansion ability than those from BC1 ROs at the same developmental stage.

### Transcriptome Analysis and Phenotype Stability of the Passaged iMGCs

Next, we examined the transcriptomes of the passaged iMGCs from the late-stage ROs. 

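The iMGCs came from D150-ROs and were sequenced at passage 1 (P1) and passage 5 (P5). The methods describe about 1000000 cells per experiment and 3 independent experiments, and both deposited descriptions also give 3 for these cells. Sequencing, mapping and quantification were as for the ROs, and the deposited values are again expected counts and FPKM of the same 19684 genes. The expected counts summed to between 16050334 and 17552818 per P1 library and between 15147424 and 17688638 per P5 library. The 10 genes with the most counts took 14.6% to 15.0% of the counts at P1 and 15.2% to 16.5% at P5, against 4.71% to 5.09% in the D150-ROs. FN1 alone took 5.61% to 6.28% in the iMGC libraries. Because the paper's text does not name the passage of the iMGCs set beside the ROs, all 6 iMGC libraries were compared with the 3 D150-RO libraries. Means of iMGCs are therefore over 6 libraries. A further 6 columns of the deposited table with the D150-ROs name iMGCs without a passage and were not used here. The D150-RO values are the same in both tables that hold them, apart from rounding of counts by up to 0.5. No source states the sequencing batches of these libraries, so a batch that follows the cell type cannot be told apart from the difference between iMGCs and ROs.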

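Principal component analysis of FPKM over 6 iMGC and 3 D150-RO libraries gave a first component with 96.6% of the variance and a second with 1.72%. The D150-ROs had a mean score of −11730 on the first (−12190 to −11000), the P1 iMGCs 5348 (5146 to 5732) and the P5 iMGCs 6386 (4581 to 8037). The 10 genes with the largest weights, led by MT-CO1 and FN1, carried 79.2% of this component. Scaling each gene to unit variance moved the share most, to 70.3%. Of 13024 genes tested between iMGCs and D150-ROs, 5802 were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2704 higher and 3098 lower in the iMGCs. The adjusted p alone was passed by 11169 genes. DESeq2 called 5809, of which 5799 were the same genes. The numbers higher and lower depended on the scaling between libraries. The median log2 fold change of all genes tested was −0.05 with TMM factors and −0.69 with the ratio of the mean FPKM, by which 1591 genes were higher and 5132 lower. The libraries of the groups did not overlap for 10827 genes, 5536 of them DEGs, where chance gives 2.38%. With each library left out in turn, between 5730 and 5828 genes were called. The P1 libraries alone gave 5686 genes and the P5 libraries alone 5774, a separation made after seeing the data.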

RNA-seq analysis showed the global difference of transcriptomes between ROs and the iMGCs (Figures 5A–C). 

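CRX (ENSG00000105392, chromosome 19, 47819779 to 47843330) had 141.9 ± 7.04 FPKM (SD, n = 3) and 29157 counts in D150-ROs and no count in any of the 6 iMGC libraries. Against a floor of 3 counts over the group, it was at least 12830-fold lower in the iMGCs. RCVRN (ENSG00000109047, chromosome 17, 9896320 to 9905621) had 37084 counts in D150-ROs and 1 count in the iMGCs, with a 95% counting interval of the log2 ratio from −20.88 to −13.10. PROX1 (ENSG00000117707, chromosome 1, 213983181 to 214041502) had 0.115 ± 0.0521 FPKM (n = 6) in iMGCs and 16.2 ± 1.59 in D150-ROs. Its log2 fold change was −6.87 (standard error 0.11, adjusted p = 3.72e-13 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TFAP2A (ENSG00000137203, chromosome 6, 10393186 to 10419659) had 0.410 ± 0.199 and 24.2 ± 11.2 FPKM, a log2 fold change of −5.26 (standard error 0.30, adjusted p = 1.21e-08 by the same test). ATOH7 (ENSG00000179774, chromosome 10, 68230624 to 68232103) had 2 counts in iMGCs and 224 in D150-ROs, an interval of −10.26 to −5.34. ISL1 (ENSG00000016082, chromosome 5, 51383391 to 51394738) had no count in iMGCs and 245 in D150-ROs, where its mean was 2.07 FPKM, and was at least 107.8-fold lower. GRM6 (ENSG00000113262, chromosome 5, 178977587 to 178996206) had 3 and 1470 counts, an interval of −11.62 to −7.79. CA10 (ENSG00000154975, chromosome 17, 51630313 to 52160017) had no count in iMGCs and 2709 in D150-ROs, and was at least 1192-fold lower. Of the genes drawn in Figures 5D–G, 12 of 12 photoreceptor-related, 11 of 11 amacrine and horizontal cell-related, 10 of 10 tested ganglion cell-related and 13 of 13 bipolar cell-related genes were called lower in the iMGCs. With genes at 0 set to their bound, the median log2 fold changes were −11.04, −5.94, −6.55 and −9.42. The same numbers were called adjusted over the list alone, although these genes were chosen by the study on the same libraries and are not independent evidence. C1QL2, at −1.78, did not pass a test against a 2-fold change (adjusted p = 0.0581 by edgeR).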

Photoreceptor-related genes such as *CRX* and *RCVRN*, amacrine and horizontal cell-related genes such as *PROX1* and *TFAP2A*, retinal ganglion cell-related genes such as *ATOH7* and *ISL1*, and bipolar cell-related genes such as *GRM6* and *CA10*, were downregulated in the iMGCs, but up-regulated in D150 ROs. 

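VIM (chromosome 10 of GRCh38) had 2509 ± 383.9 FPKM (SD, n = 6) in iMGCs, above each of the 3 D150-RO libraries. Its log2 fold change was 1.90 (standard error 0.14, adjusted p = 1.47e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The alternatives moved it to as low as 1.22, with limma on log2(FPKM + 0.1). CRYAB had 30.2 ± 2.45 FPKM (n = 3) at P1 and 133.5 ± 6.58 (n = 3) at P5, and a log2 fold change of 3.49 over both passages (standard error 0.68, adjusted p = 4.86e-04 by the same test). Taken apart after seeing the data, the change was 2.08 for the P1 and 4.21 for the P5 libraries. APOE (ENSG00000130203, chromosome 19, 44905754 to 44909393) had 35.8 ± 2.60 FPKM in iMGCs and 13.6 ± 1.91 in D150-ROs, a log2 fold change of 2.06 (standard error 0.10, adjusted p = 2.54e-09 by the same test). CCL2 (ENSG00000108691, chromosome 17, 34255218 to 34257203) had 14.8 ± 2.84 and 1.31 ± 0.153 FPKM, a log2 fold change of 4.14 (standard error 0.25, adjusted p = 1.75e-08 by the same test). All 13 genes of Figure 5H were called higher in the iMGCs, with log2 fold changes from 1.53 to 5.17 and a median of 2.06. Adjusted over the list alone, 13 were called, on the libraries from which the study chose them and so not as independent evidence. ITM2B and IFITM3 fell under a 2-fold change, at 0.95 and 0.88, with the ratio of the mean FPKM.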

While the expression of MGC-related genes such as *VIM, CRYAB, APOE*, and *CCL2* (Hoshino et al., 2017; Kim et al., 2019; Yan et al., 2020; Couturier et al., 2021) were enriched in the passaged iMGCs, but down-regulated in D150 ROs (Figures 5D–H). Moreover, all of these passaged iMGCs expressed neither GFAP protein (Supplementary Figure S7), nor *GFAP, SOD3, S100B, PAX2, CSF1R*, or *CX3CR1* mRNA (FPKM <1, data not shown), indicating there were no contamination of non-retinal cells or tissue such as astrocyte, optic stalk and microglia in these passaged iMGCs (Westergard and Rothstein, 2020; Bosze et al., 2021). Therefore, RNA-seq data further confirmed that the iMGCs from the late-stage ROs were enriched with typical transcriptome signature, and not contaminated with other retinal subtypes or non-retinal cells.

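In the 3 P1 and the 3 P5 iMGC libraries, each of the 6 genes stayed below 1 FPKM. GFAP had 0.16, 0.18 and 0.01 FPKM at P1 and 0.28, 0.04 and 0.80 at P5. SOD3 (ENSG00000109610, chromosome 4, 24789912 to 24800842) had 0.41, 0.40 and 0.22, then 0.52, 0.46 and 0.61. S100B (ENSG00000160307, chromosome 21, 46598962 to 46605208) was listed at 0 in the P1 libraries and had 0.06, 0.13 and 0.07 FPKM at P5. PAX2 had 0.14, 0.13 and 0.17 FPKM at P1 and 0.34, 0.35 and 0.51 at P5. CSF1R (ENSG00000182578, chromosome 5, 150053291 to 150113372) had 0.37, 0.94 and 0.36 FPKM at P1 and 0.34, 0.32 and 0.30 at P5, from 142 counts, against 4 counts in the D150-RO libraries. CX3CR1 (ENSG00000168329, chromosome 3, 39263494 to 39281735) had 1 count in the 6 iMGC libraries. At a limit of 0.5 FPKM, 2 of the 6 genes stayed below it in all 6 libraries, and with upper-quartile scaling of FPKM 5 of them stayed below 1.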

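Among further MGC-related genes that the study names, RLBP1 had 1 count in the 6 iMGC libraries and 2895 counts in the D150-ROs, with a 95% counting interval of the log2 ratio from −17.20 to −9.42. CA2 changed by a log2 fold change of −8.54 and SLC1A3 by −4.54, to a mean of 0.782 FPKM (standard errors 0.35 and 0.32, adjusted p = 6.28e-10 and 8.35e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SOX9 had 4.40 ± 0.906 FPKM (SD, n = 6) in iMGCs, a change of −2.62 from the D150-ROs (standard error 0.12, adjusted p = 2.09e-09 by the same test). GLUL had 14.0 ± 1.09 FPKM, a change of −2.17 (standard error 0.07, adjusted p = 8.74e-11 by the same test). SPP1 did not differ past the threshold (−0.26, standard error 0.18, adjusted p = 0.194 by the same test). Of the 7 MGC-related genes of Figure 2G, 2 were called higher and 4 lower in the iMGCs than in the D150-ROs. For the RNA, the paper points to lower genes of other retinal cells, higher genes of Figure 5H and non-retinal markers under 1 FPKM. It sets these beside staining, in which almost all passaged iMGCs held SOX9, vimentin, nestin and GS protein and lacked GFAP protein. With both, it concludes that the iMGCs carry a typical transcriptome signature and hold neither other retinal subtypes nor non-retinal cells. The paper itself reports CRALBP protein as negative from passage 1 on. The RNA changes given here are relative to D150-ROs and do not measure protein.

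**Figure D2:**
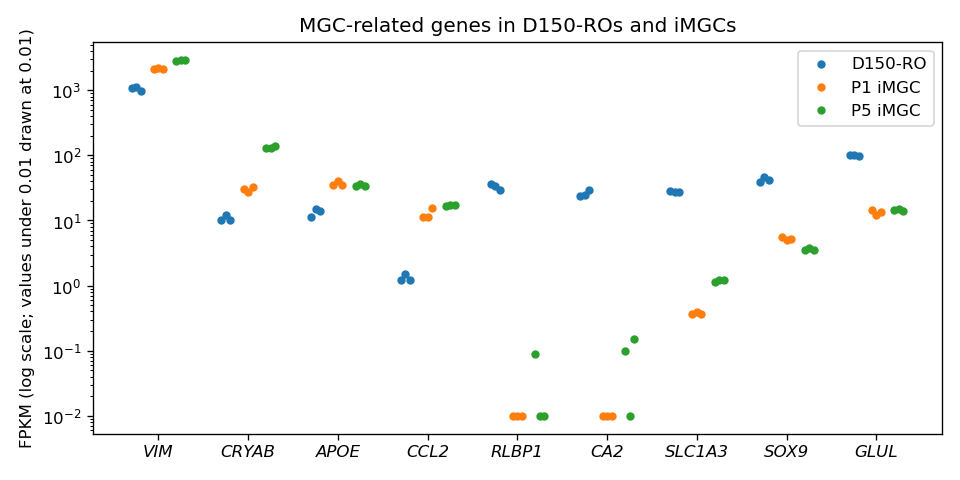
FPKM, on a log scale, of 9 MGC-related genes in D150-ROs and in P1 and P5 iMGCs. Points are libraries, and values under 0.01 are drawn at 0.01; VIM, CRYAB, APOE and CCL2 lie higher in the iMGCs, and RLBP1, CA2, SLC1A3, SOX9 and GLUL lie lower.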

**Figure 5:**
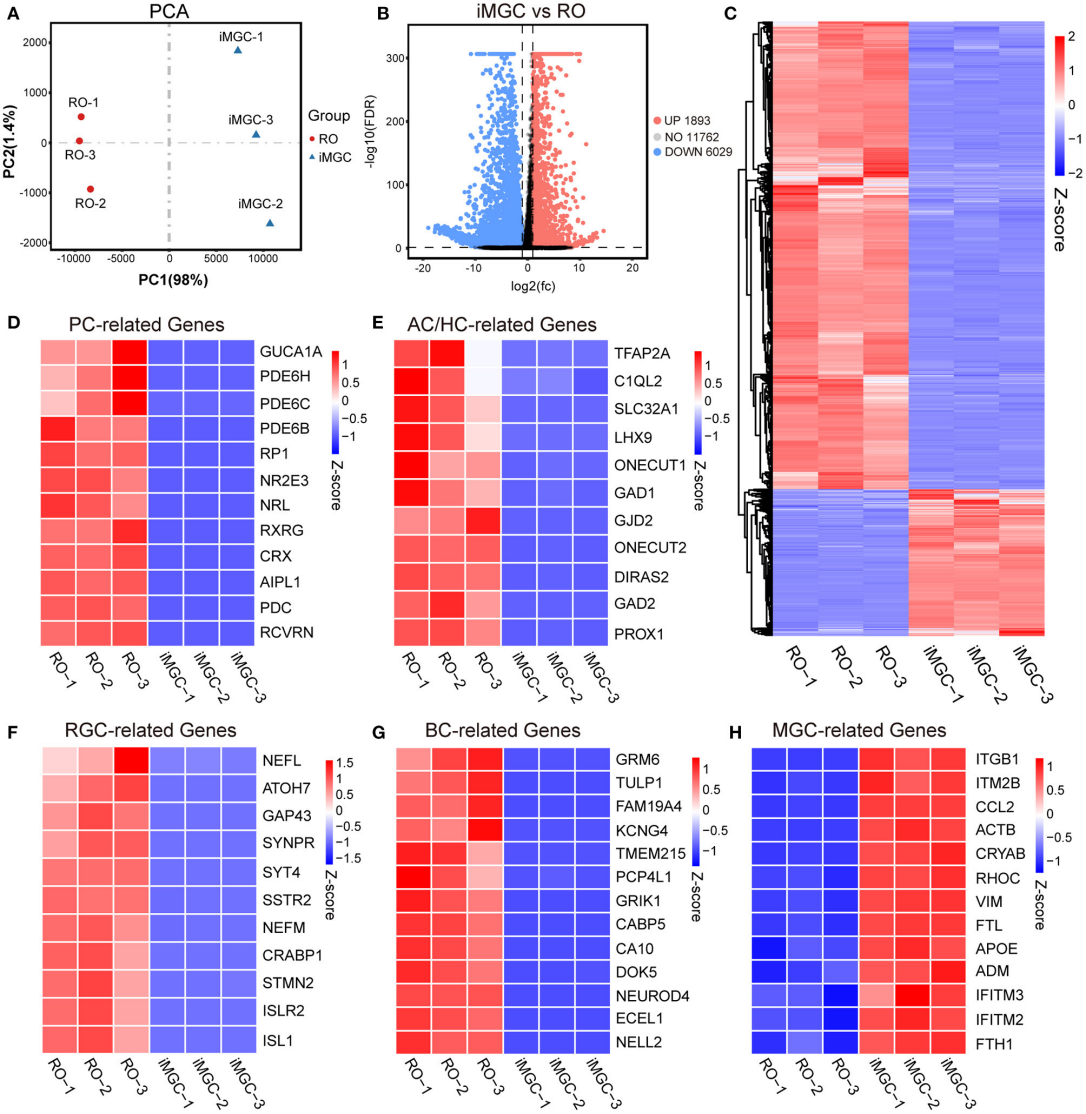
The transcriptome signatures of the passaged iMGCs. **(A)** Principal components analysis (PCA) showed a comparison of the transcriptome data in the passaged iMGCs and D150-ROs. **(B)** Volcano plot showed the total number of the upregulated (UP) and downregulated (DOWN) differentially expressed genes (DEGs) between the NR layers and the passaged iMGCs. **(C)** Heatmap showed the total DEGs between the NR layers and the passaged iMGCs. **(D–H)** Heatmap exhibited the expression of the photoreceptor-related (PC-related) genes **(D)**, amacrine and horizontal cell-related (AC/HC-related) genes **(E)**, retinal ganglion cell-related (RGC-related) genes **(F)**, bipolar cell-related (BC-related) genes **(G)**, and Müller glial cell-related (MGC-related) genes **(H)** between the NR layers and the passaged iMGCs. Blue to red indicated a gradient from low to high gene expression. ROs, retinal organoids; NR, neural retina; FDR, false discovery rate; FC, fold change; iMGC, the passaged iMGCs isolated from D150-ROs; RO, NR layers isolated from D150-ROs; −1, −2, and −3: experimental replicates; NO, no significance; VS, versus.

We further analyzed the phenotype stability of the iMGCs after serial passages. 

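Of 11366 genes tested between P5 and P1 iMGCs, 332 were called DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 221 higher and 111 lower at P5. The adjusted p alone was passed by 3485 genes, most of them with changes under 2-fold. DESeq2 called 327 genes, all among the 332. Testing every gene with a value above 0 moved the count most, to 694, and a test against a 2-fold change gave 161. With each library left out in turn, the count stayed between 327 and 346. The libraries of P1 and P5 did not overlap for 4488 genes, of which 322 were DEGs, where chance gives 10%. By the rule for naming genes, the largest fitted rises at P5 included those of PRRX1, APBB1IP, LRRC15 and TINAGL1, with log2 fold changes of 6.67 (3 counts at P1, 95% counting interval 5.29 to 9.13), 5.44, 4.28 and 4.16. The largest falls were those of EREG, GABRA2, DIO3, SLC38A5 and SIM2, with log2 fold changes of −5.48, −4.31, −4.17, −3.08 and −3.06.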

Immunofluorescence staining showed that there were no significant differences in the expression of specific markers between P1 and P5 iMGCs (Supplementary Figure S6A). Both the P1 and P5 iMGCs abundantly expressed MGC markers SOX9 and GS, but rarely expressed markers VSX2, PAX6 or CRX for other retinal subtypes (Supplementary Figure S6A). Surprisingly, the MGC marker CRALBP became negative from passage 1 (Supplementary Figure S6A), which was consistent with a previous study on MGCs isolated from ROs (Couturier et al., 2021). 

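SOX9 had 5.21 ± 0.252 FPKM (SD, n = 3) in P1 iMGCs and 3.59 ± 0.164 in P5 iMGCs. Its log2 fold change of −0.47 was larger than the spread between replicates and under 2-fold (standard error 0.09, adjusted p = 1.79e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). VIM had 2160 ± 20.0 and 2858 ± 50.6 FPKM, a log2 fold change of 0.46 (standard error 0.04, adjusted p = 1.18e-10 by the same test). GLUL had 13.4 ± 1.18 and 14.6 ± 0.720 FPKM, a log2 fold change of 0.19 (standard error 0.06, adjusted p = 0.0194 by the same test). APOE had 37.2 ± 3.23 and 34.5 ± 1.06 FPKM, and its log2 fold change of −0.06 did not exceed its standard error of 0.07 (adjusted p = 0.532 by the same test). SPP1 (ENSG00000118785, chromosome 4, 87975650 to 87983426) had 167.9 ± 7.97 and 257.9 ± 7.85 FPKM, a log2 fold change of 0.68 (standard error 0.04, adjusted p = 7.7e-13 by the same test). With the ratio of the mean FPKM, the log2 fold change of VIM was 0.40. Among stained markers and the MGC-related genes of Figures 2G and 5H, NES fell by 1.99 on the log2 scale, CRYAB rose by 2.14 and SLC1A3 rose by 1.88, from 0.373 to 1.19 FPKM, between P1 and P5 (adjusted p = 2.65e-20, 3.7e-19 and 2.13e-07 by the same test), and these 3 were called DEGs.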

RNA-seq analysis illustrated that the majority of genes including the classical MGC marker genes such as *SOX9, VIM, GLUL, APOE*, and *SPP1* presented similar transcript level between the P1 and P5 iMGCs, demonstrating the phenotype stability of the iMGCs after several passages (Supplementary Figures S6B–D).

Remarkably, when compared to MIO-M1, a spontaneously immortalized MGC line obtained from human retina (Limb et al., 2002), iMGCs were much larger in size with a long, spindle-like shape and abundant cytoplasm, and expressed only the MGC markers SOX9, vimentin, nestin and GS. While some MIO-M1 cells expressed not only the MGC markers, but also markers such as VSX2, PAX6, and CRX for other retinal subtypes and GFAP for astrocytes (Supplementary Figures S7A,B). These findings implied that long-term expanded MIO-M1 over 65 passages might progressively lose the molecular and morphological signatures of human MGCs under 2D culture conditions. Altogether, iMGCs expanded from hiPSC-derived ROs did not contaminate astrocytes, and maintained the typical features of primary human MGCs within several passages.

### The Ultrastructural and Functional Characteristics of iMGCs

To further characterize the structural signatures of the passaged iMGCs, SEM and TEM were used to observe the ultrastructure of the passaged iMGCs (Figures 6A,B). The cells displayed a spindle-like morphology with microvillus projections and contained large nucleus with obvious nucleoli. In these iMGCs, Golgi apparatus, mitochondria, endoplasmic reticulum surrounded the nucleus. Abundant glycogen particles and cytoskeletal elements including microtubules, intermediate filaments and actin filaments presented in cytoplasm (Figures 6A,B), which were consistent with the features of MGCs isolated from human retina (Limb et al., 2002; Lawrence et al., 2007).

**Figure 6:**
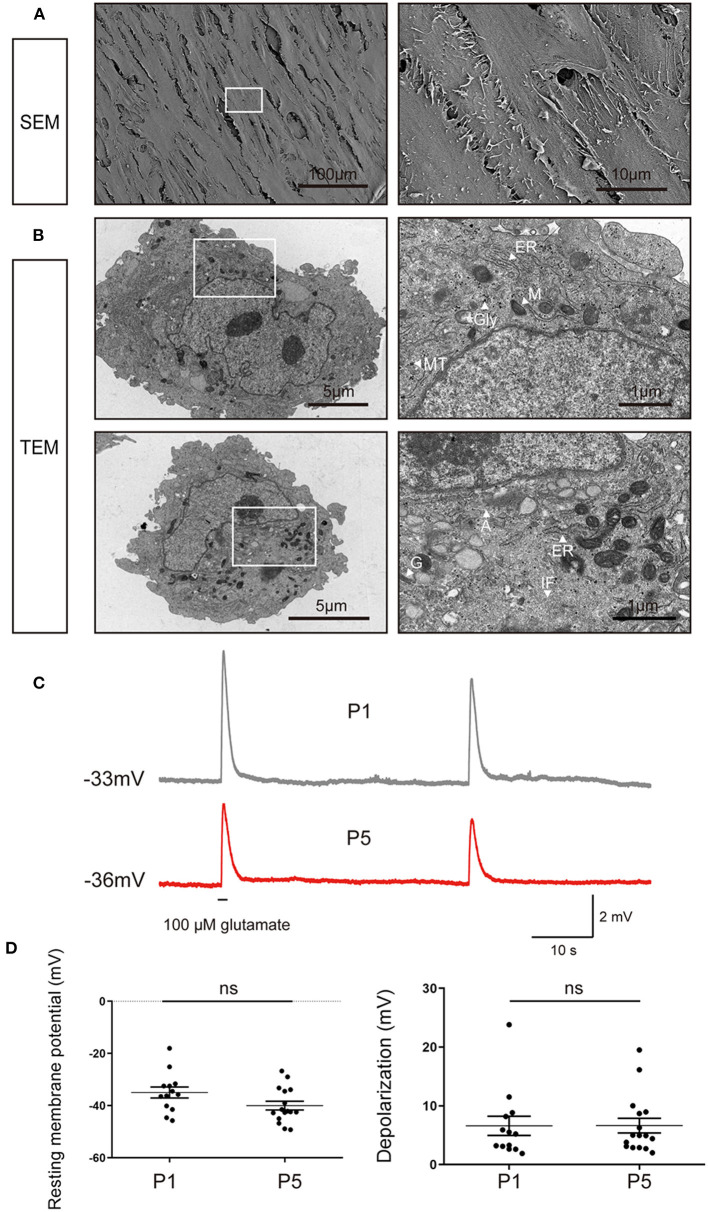
Ultrastructural and electrophysiological characteristics of the passaged iMGCs. **(A)** SEM images showed the iMGCs possessed a typical spindle-like morphology with many microvillus. **(B)** TEM images showed the iMGCs with abundant mitochondria (M), endoplasmic reticulum (ER), Golgi apparatus (G), glycogen (Gly), microtubules (MT), intermediate filaments (IF) and actins (A) in the cytoplasm. **(C)** Both P1 and P5 iMGCs depolarized after application of L-glutamate in current-clamp recordings. **(D)** P1 and P5 iMGCs presented no significant difference in resting membrane potential and the magnitude of depolarization. SEM, scanning electron microscope; TEM, transmission electron microscope; P1 and P5, passage 1 and 5; ns, no significance.

Then membrane potential of iMGCs were recorded in response to L-glutamate puff. The electrophysiological properties of these iMGCs were similar to MGCs isolated from human retina (Limb et al., 2002; Lawrence et al., 2007) (Figure 6C). At current-clamp mode, the membrane potential depolarized from −34.97 to ~ −28.38 mV (6.59 ± 1.64 mV change, resting membrane potential −34.97 ± 2.10 mV, *N* = 13 cells) in P1 iMGCs, and from −40.01 to −33.37 mV (6.64 ± 1.29 mV change, resting membrane potential −40.01 ± 1.74 mV, *N* = 16 cells) in P5 iMGCs (Figure 6C). There was no significant difference in resting membrane potential and the magnitude of depolarization induced by L-glutamate between P1 and P5 iMGCs (Figure 6D, *p* > 0.05, unpaired *t*-test), suggesting the iMGCs still maintained the functional characteristics of human MGCs even after several passages.

### Evaluation of Cell Survival of the iMGCs After Subretinal Transplantation Into Mice

Although studies have shown that MGCs can serve as endogenous stem cells to regenerate neural retina in zebrafish and chick (Fischer and Reh, 2001; Raymond et al., 2006), this regenerative capacity remain debatable in mammalian and human retina. Here, we performed a preliminary evaluation about the cell survival of the iMGCs in subretinal space of NOD/SCID mice (Figure 7A). A total of 19 eyes were injected with iMGCs, followed by 21-day observations. During the observation period, all mice kept healthy and no tumors were observed. Fundus photography and OCT examination showed the successful delivery of cells with high reflection located in the subretinal space (SRS) in 3 days after transplantation (DAT) (Figures 7B,C). Immunofluorescence staining confirmed that the substantial grafted cells survived in 3 DAT, and co-expressed MGC marker SOX9 and human nucleus antigen marker (HNA), but were negative for other retinal neuron markers VSX2, PAX6, or CRX (Figures 7D,E). However, the grafted cells gradually deteriorated since 7 DAT and almost disappeared in SRS at 21 DAT (Figure 7E). During the observation period, the donor cells rarely migrated into the host retina of mice. The above data indicated that the iMGCs could not survive well and transdifferentiate into other retinal neurons after transplantation.

**Figure 7:**
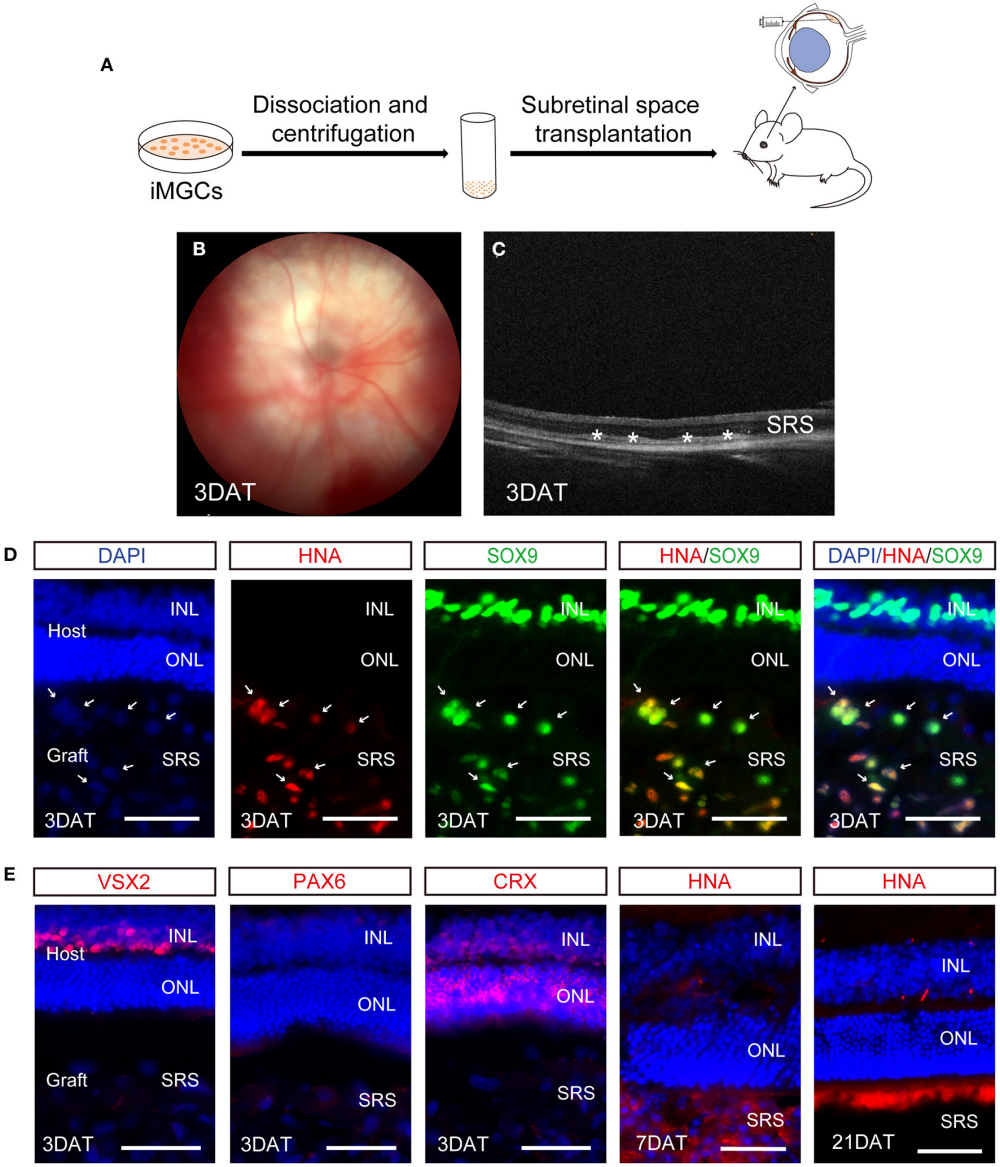
Evaluation of cell survival of the passaged iMGCs after subretinal transplantation into NOD/SCID mice. **(A)** Schematic overview of the subretinal transplantation process of the iMGCs. **(B,C)** Fundus photography **(B)** and optical coherence tomography (OCT) **(C)** showed the successful delivery of the iMGCs into subreinal space (SRS) in NOD/SCID mice 3 days after transplantation (DAT). *The grafted cells. **(D,E)** Immunofluorescence staining showed the grafted iMGCs (D3, P2 iMGCs from D120 BC1-ROs) were positive for HNA and SOX9, but negative for VSX2, PAX6, and CRX at 3 DAT, and gradually disappeared from 7 to 21 DAT. INL, inner nuclear layer; ONL, outer nuclear layer. Scale bars = 50 μm **(D,E)**.

## Discussion

In this study, we firstly clarified the spatiotemporal development of human MGCs in a hiPSC-derived RO model and developed a simple approach to enrich human MGCs from ROs. MGC precursors and mature MGCs emerged sequentially from the early to the late-stage ROs, where they spatially spanned the entire thickness of NR with their soma located in the intermediate layer of NR. These observations were consistent with the developmental timecourse and the spatial characteristics of MGCs in human retina (Ohsawa and Kageyama, 2008; Kohwi and Doe, 2013; Xiang, 2013; Quinn and Wijnholds, 2019; Singh et al., 2021). Importantly, the optimal timepoint of ROs to enrich MGCs were explored. Although cells isolated from both early- and late-stage ROs were expandable, the late-stage ROs were the most optimal option for enriching iMGCs with high purity and long-term expansion ability. They possessed morphological, structural, molecular and functional characteristics of primary human MGCs, had the ability to serially expand for at least 10 passages, producing a large population of iMGCs in a short period. The transcriptome pattern of the expanded iMGCs was also revealed. Surprisingly, the passaged iMGCs survived only a short-term period and did not transdifferentiate into other types of retinal cells after transplantation into NOD/SCID mice. Altogether, this study has revealed the developmental and biological features of human MGCs and provided a valuable cell source, which would significantly promote the investigation and application in MGC-related retinal disorders.

Studies in animal models and cell lines show that the retinal glia differentiates from a progenitor-like state, via a stage of immature glia, and finally to mature MGCs (Ohsawa and Kageyama, 2008; Kohwi and Doe, 2013; Xiang, 2013; Dvoriantchikova et al., 2019; Quinn and Wijnholds, 2019). These differentiation progresses involve morphological, biochemical and physiological changes (Ohsawa and Kageyama, 2008; Kohwi and Doe, 2013; Xiang, 2013; Dvoriantchikova et al., 2019; Quinn and Wijnholds, 2019). However, there are few reports referring to the marker sets which can be used to define immature MGCs or MGC precursors. In this study, RPCs appeared at the early stage of ROs, co-expressing markers Ki67, VSX2, and SOX9; while at D90 ROs, SOX9+ VSX2– or SOX9+ Ki67– cells began to appear in the NR layer, which lost the characteristics of RPCs but did not express mature MGC markers CRALBP or GS. Since D120, Ki67– SOX9+ VSX2– CRALBP+ GS + mature MGCs were clearly identified in the NR layer. Therefore, we defined the Ki67– SOX9+ CRALBP– GS– cells as MGC precursors to represent a transitional period of developing MGCs between RPCs and mature MGCs. These MGC precursors eventually differentiated into mature MGCs, sufficiently expressing CRALBP and GS, which is consistent with the fact that mature MGCs accumulate glia-specific protein and enzymes such as CRALBP and GS (Limb et al., 2002; Lawrence et al., 2007). RNA-seq analysis also revealed that from the early to the late stage ROs, RPC-related genes were downregulated, while MGC-related genes were continuously upregulated, indicating that RPCs progressively obtained the MGC fate as differentiation progressed. In addition, the unique morphology and special distribution of MGCs are associated with many vital physiological functions. For example, they provide an orientation scaffold and migration substrate for post-mitotic young neurons (Reichenbach and Bringmann, 2013, 2020). In hiPSC-derived ROs, the mature MGCs radially spanned the entire thickness of NR with their soma located in the intermediate layer of NR, which is consistent to the morphological features of MGCs in human retina (Reichenbach and Bringmann, 2020). The detailed elucidation of the temporal and spatial development of iMGCs in hiPSC-derived ROs greatly promotes the understanding of human MGC development *in vivo*.

MGCs possess plenty of significant functions in the retinal pathological conditions, but the functional mechanisms are still largely unknown. Enrichment of human MGCs *in vitro* is of great significance for further MGC mechanism studies, which may help to develop effective therapeutic targets for the treatment of various MGC-related human retinal disorders. However, at present, human MGCs are mostly obtained from cadaveric donors and samples after vitreoretinal surgery (Limb et al., 2002; Lawrence et al., 2007), which is limited by scarce donor, astrocyte contamination, immune rejection and risk of disease transmission (Eastlake et al., 2019). There are also some spontaneously immortalized MGC lines obtained from human retina, such as MIO-M1 (Limb et al., 2002; Lawrence et al., 2007). However, in this study, we found that after too many serial passages, their molecular and morphological signatures have altered progressively and there was still astrocyte contamination among these cells. hiPSC-derived ROs containing MGCs can serve as an unlimited source for the selection and enrichment of human MGCs without immune rejection and risk of disease transmission. Moreover, we noticed that the optic stalk marker PAX2, forebrain cell marker SOX1 and astrocyte marker GFAP were negative in the NRs of late-stage ROs in our differentiation system, which could exclude the contamination of non-retinal cells in the subsequent MGCs isolation. Therefore, ROs have advantages to provide purer MGCs than retinal tissues for downstream studies, solving an issue existing in the field for long-term.

A couple of groups have tried to expand iMGCs from ROs at different developmental stages ranged from D34 to D281 (Chung et al., 2019; Eastlake et al., 2019; Couturier et al., 2021). However, the optimal stage of ROs for enrichment of iMGCs has not been discussed. In this study, we compared the cells isolated from ROs at early- (D60-90) and late-stages (D120 and afterwards) in detail. Although both were expandable, cells isolated from the late-stage ROs were the most optimal choice for the selection and enrichment of human MGCs, as they expanded to daughter MGCs with higher purity and expansion capability, and expressed typical MGC markers GS, which is consistent with the reported iMGCs expanded from ROs older than D160 (Couturier et al., 2021). In addition, Eastlake and colleagues reported that all of MGCs isolated from ROs aged at D34–D281 could express mRNA coding for the MGC markers CRALBP, GS, nestin and vimentin in two different passages (Eastlake et al., 2019). However, based on our results, cells from the early-stage ROs (D60–D90) did not express key MGC marker GS in protein level, and lost proliferative ability after six passages. According to the timecourse of iMGC development in ROs described above, we presumed that cells isolated from the early-stage ROs, which mainly consisted of RPCs or MGC precursors other than mature MGCs, were not able to continue differentiating or growing into mature MGCs under 2D culture conditions. Therefore, the late-stage ROs older than D120 were recommended to enrich iMGCs which recapitulated the features of primary human MGCs and were suitable for downstream investigation.

In the adult human retina, much controversy has arisen on the regeneration of MGCs, although it has been reported that MGCs have regenerative potential after retinal injury in the zebrafish, chick and mouse (Fischer and Reh, 2001; Raymond et al., 2006; Karl et al., 2008). Our current study along with previous reports demonstrated that the expanded iMGCs possessed the morphological, molecular and functional characteristics of primary human MGCs (Couturier et al., 2021). However, it remains unknown whether these iMGCs are capable of survival, regeneration or transdifferentiation *in vivo* or not. In 2019, Eastlake and colleagues intravitreally transplanted iMGCs into a rat model with NMDA-induced RGC depletion, and found that these iMGC grafts integrated into the retinal ganglion cell layer, leading to a partial rescue of the retinal ganglion cell function (Eastlake et al., 2019). In this study, we preliminarily explored the cell behavior of the expanded iMGCs after subretinal transplantation into the healthy NOD/SCID mice. Our results showed that the iMGCs expanded from the late-stage ROs could survive only for a short time and could not transdifferentiate into other types of retinal cells. HNA, a marker specific for human cells, was clearly expressed in the nucleus of the grated cells on 3 DAT, but in both nucleus and cytoplasm on 7 DAT, indicating the donor cells did not survive well, and started to deteriorate or apoptosis leading their nucleus to break down and spread out. Finally, these cells all disappeared on 21 DAT. Many factors contributing to the graft failure have been discussed in previous studies. For instance, the NOD/SCID mice without retinal defects in our current study could not provide specific microenvironments to promote the growth of donor cells, or the plasticity of the passaged iMGCs is limited. The passaged iMGCs growing in a 2D culture condition might have changed the characteristics of iMGCs in ROs which grow in a 3D culture environment mimicking human retina *in vivo*. Although immune rejection is believed to be one of the main causes of the graft failure (Singhal et al., 2008), it may not be the case since we used immunodeficiency NOD/SCID mice in our current study. However, we did not completely exclude this possibility since our immunostaining with anti-Iba1 antibody did show a certain degree activation of microglia following cell transplantation in NOD/SCID mice (data not shown). Therefore, substantial investigations will be needed to further evaluate the cell behavior of iMGCs *in vivo*, such as using a diseased mouse model, transplanting MGC precursors or MGCs directly isolated from hiPSC-derived ROs.

In conclusion, MGCs play important roles in physiological and pathological conditions in vertebrate retina, whose roles and related mechanisms still remain elusive in human retina due to the species differences, human tissue source limits and ethical concerns. Our results demonstrated that hiPSC-derived ROs could provide an accessible platform to directly study the developmental, morphological, molecular and functional characteristics of human MGCs. The simple approach and the optimal stage of ROs to enrich iMGCs have been established. Especially, iMGCs expanded from ROs lack of astrocyte contamination in comparison with those from human retinal tissue, which would serve as a better model and facilitate the follow-up investigation of MGC-related retinal disorders. This study also has limitations, such as only two hiPSC lines were evaluated and the expanded iMGCs did not survive well in the SRS of mouse retina. More studies are necessary to further explore the characteristics and applications of the enriched iMGCs.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/genbank/, GSE188698.

## Ethics Statement

The animal study was reviewed and approved by the Animal Ethics Committee of the Zhongshan Ophthalmic Center, Sun Yat-sen University.

## Author Contributions

RN, DZ, BX, GG, JX, PX, and YW performed the experiments and analyzed the data. RN and XZ designed the experiments. FP, BJ, JG, and XZ interpreted data. RN, DZ, and XZ wrote the manuscript. XZ conceived the study, supervised the project, secured the funds, and approved the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by grants from the Science & Technology Project of Guangdong Province (2017B020230003), National Key Research and Development Program of the Ministry of Science and Technology (2017YFA0104101), National Natural Science Foundation of China (81970842, 82071265, and 82172957), and Science & Technology Project of Guangzhou (202102010288).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Spatial and Temporal Development of Müller Glial Cells in hiPSC-Derived Retinal Organoids Facilitates the Cell Enrichment and Transcriptome Analysis
**Source:** Front Cell Neurosci. 2022 May 19;16:820396. doi: 10.3389/fncel.2022.820396
**Supplement:** Supplementary file 1

Supplementary Material

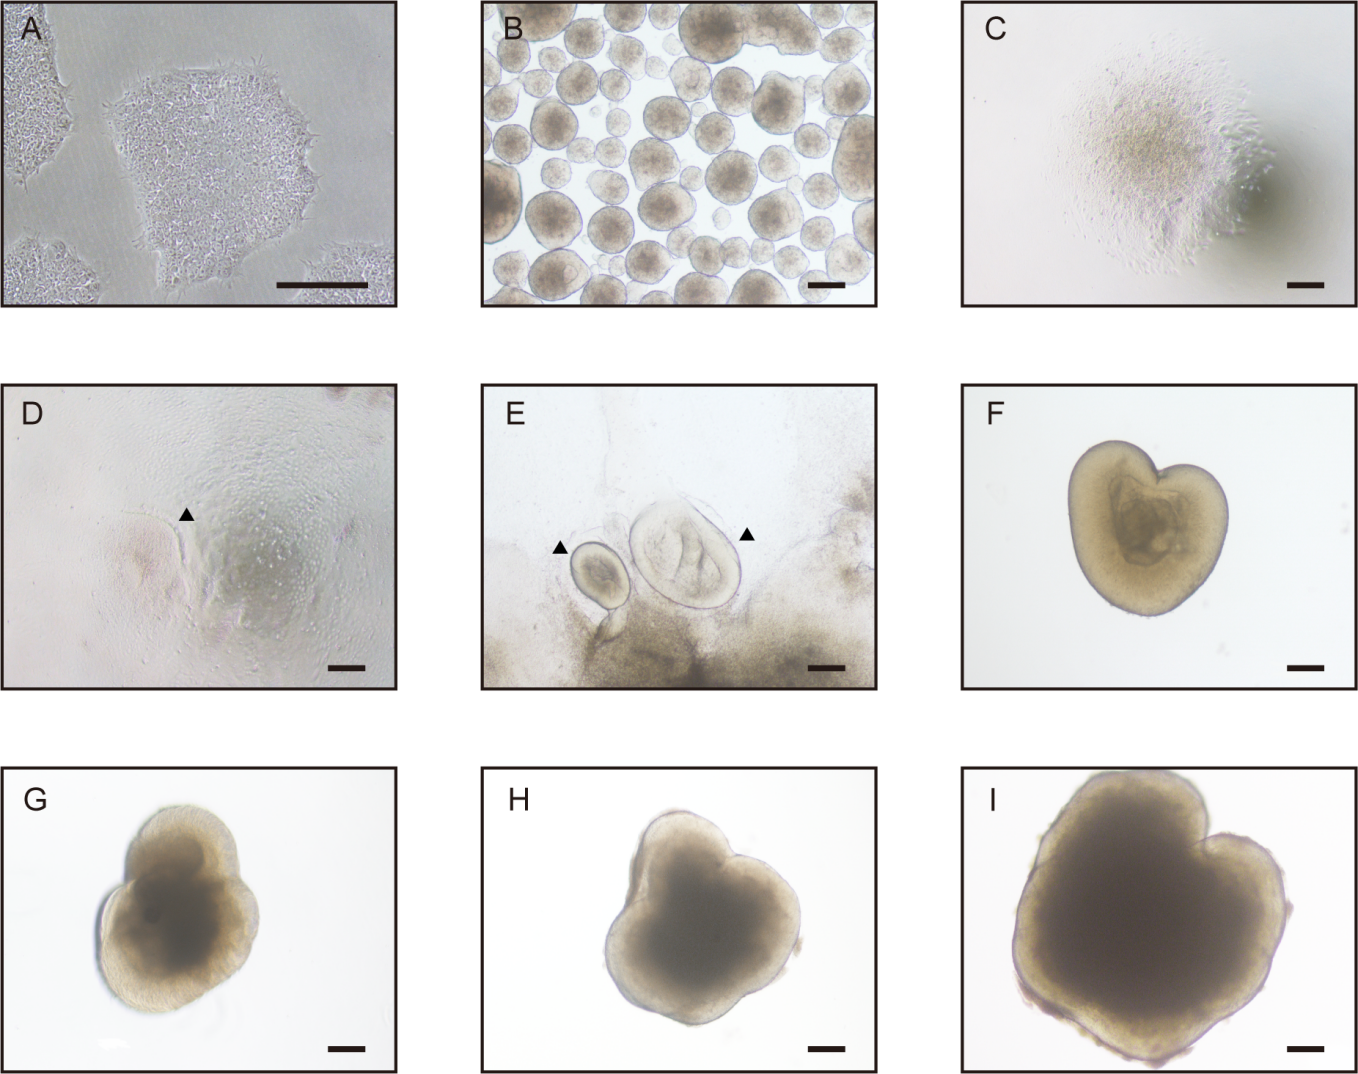

**Supplementary Figure 1.** Differentiation of hiPSCs into ROs. (A) hiPSCs. (B) hiPSC-derived EBs. (C) Plated EBs. (D) EFs (arrowhead). (E) OVs containing NR domains (arrowhead). (F) D30-RO. (G) D90-RO. (H) D120-RO. (I) D150-RO. hiPSCs: human induced pluripotent stem cells; ROs: retinal organoids; EBs: embryoid bodies; EFs: eye fields; OVs: optic vesicles; NR: neural retina. Scale bars = 200 μm (A–I).

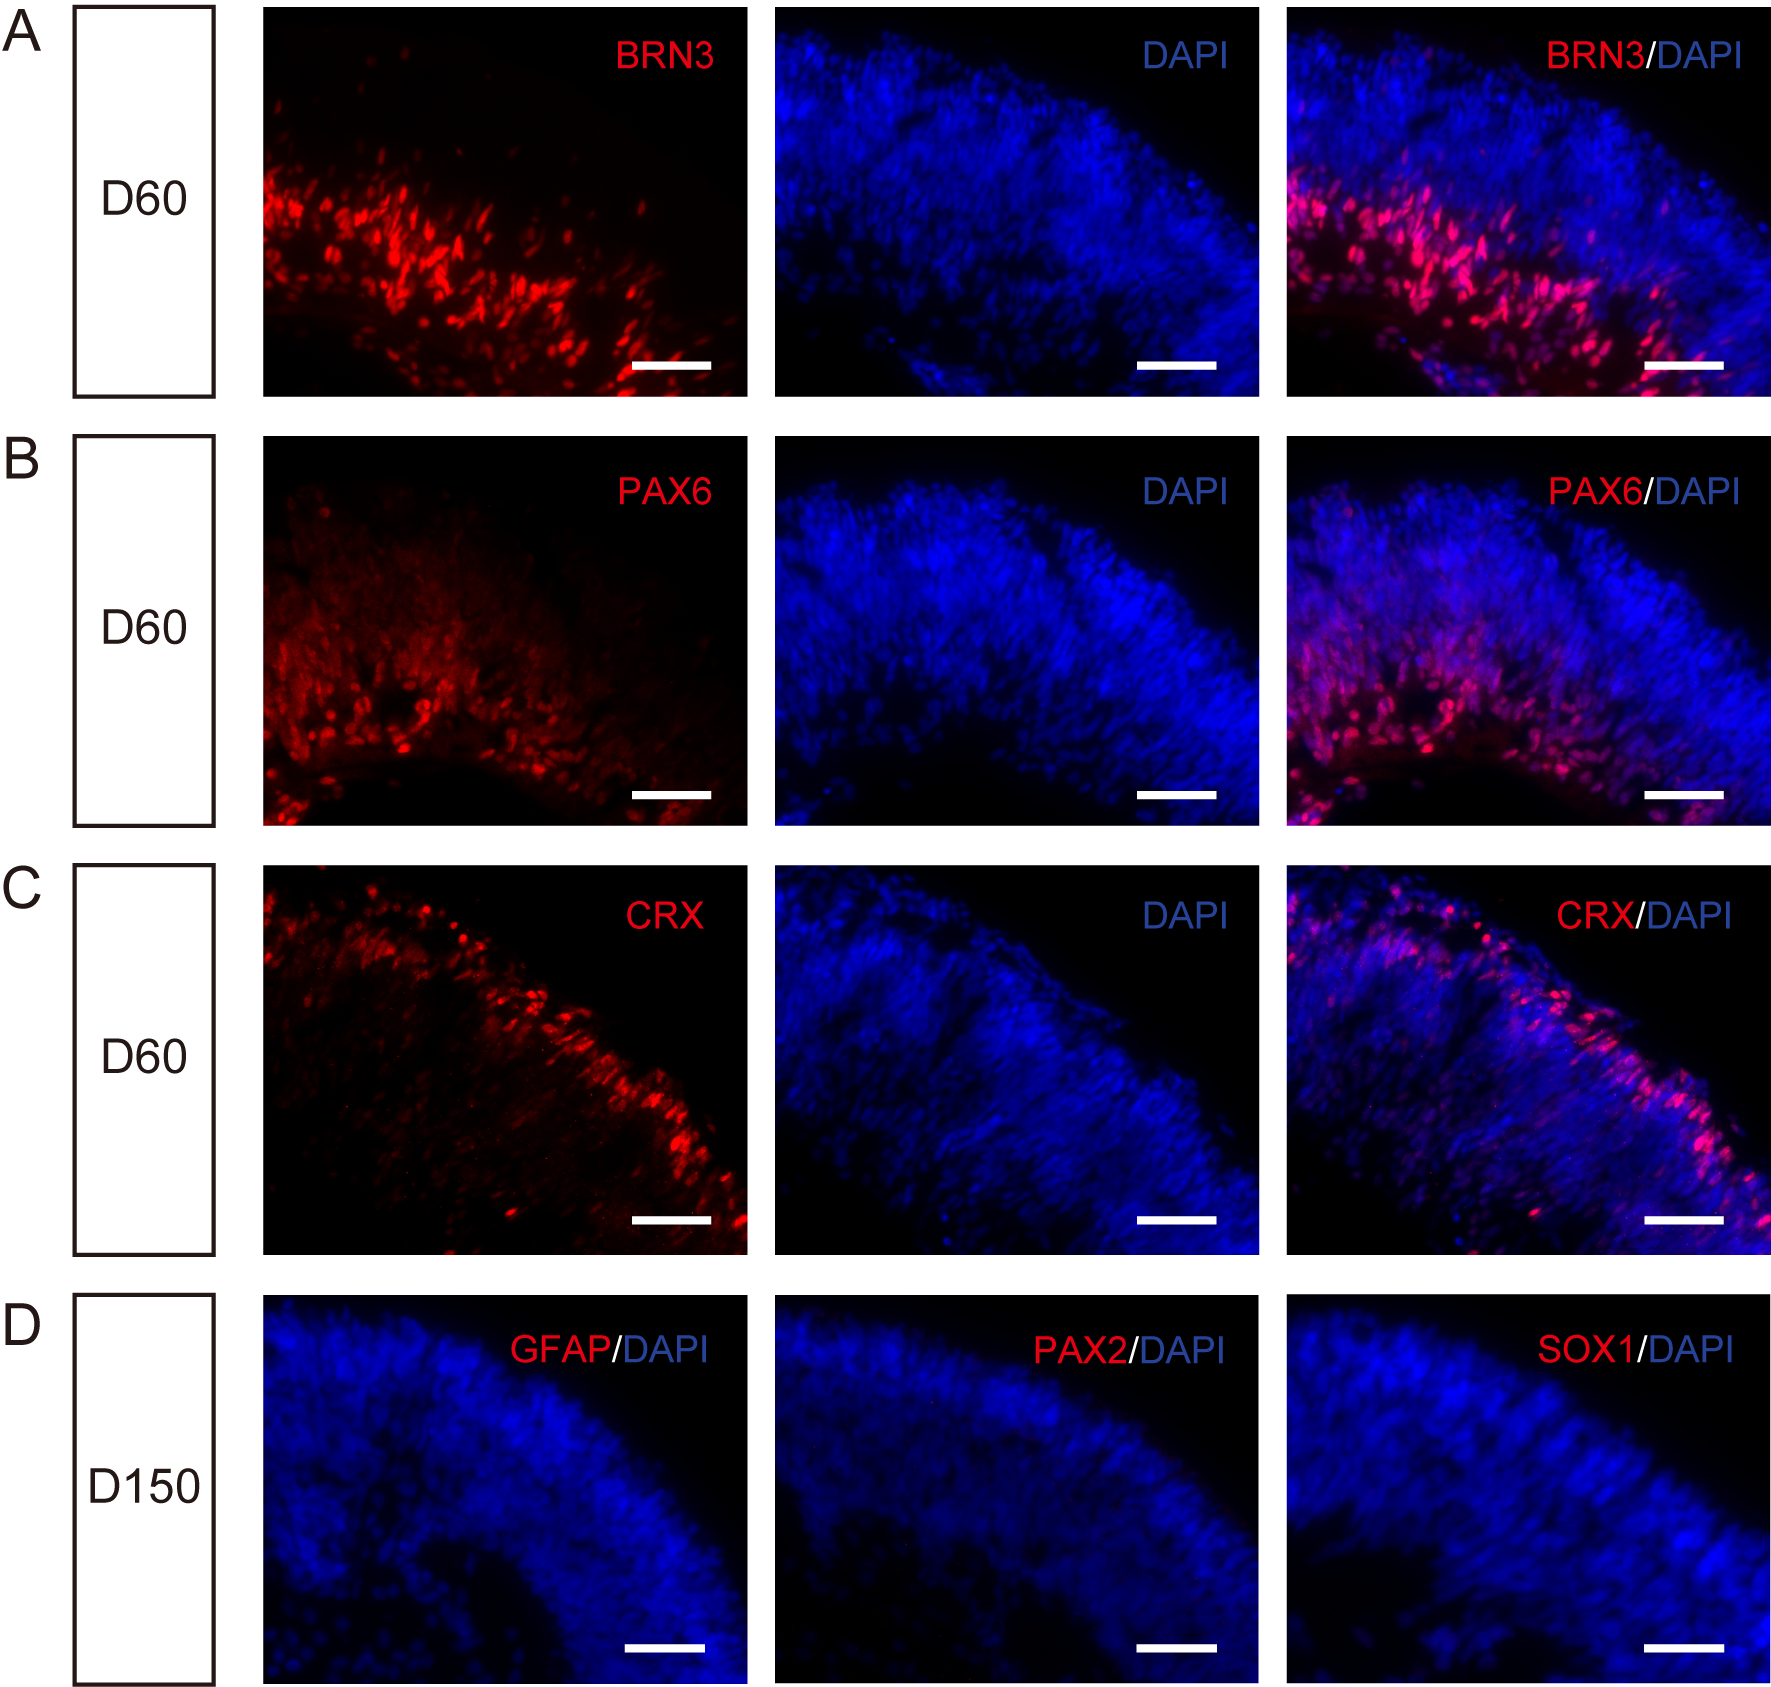

**Supplementary Figure 2.** Retinal cell types besides MGCs in hiPSC-derived ROs. (A–C) Immunofluorescence staining showed the expression of ganglion cell markers BRN3 and PAX6, and photoreceptor cell marker CRX in D60 ROs. (D) Immunofluorescence staining showed that astrocyte marker GFAP, optic stalk marker PAX2 and forebrain cell marker SOX1 were negative in the NR of ROs at D150. MGCs: Müller glial cells; hiPSCs: human induced pluripotent stem cells; NR: neural retina; ROs: retinal organoids. Scale bars= 50 μm (A–D).

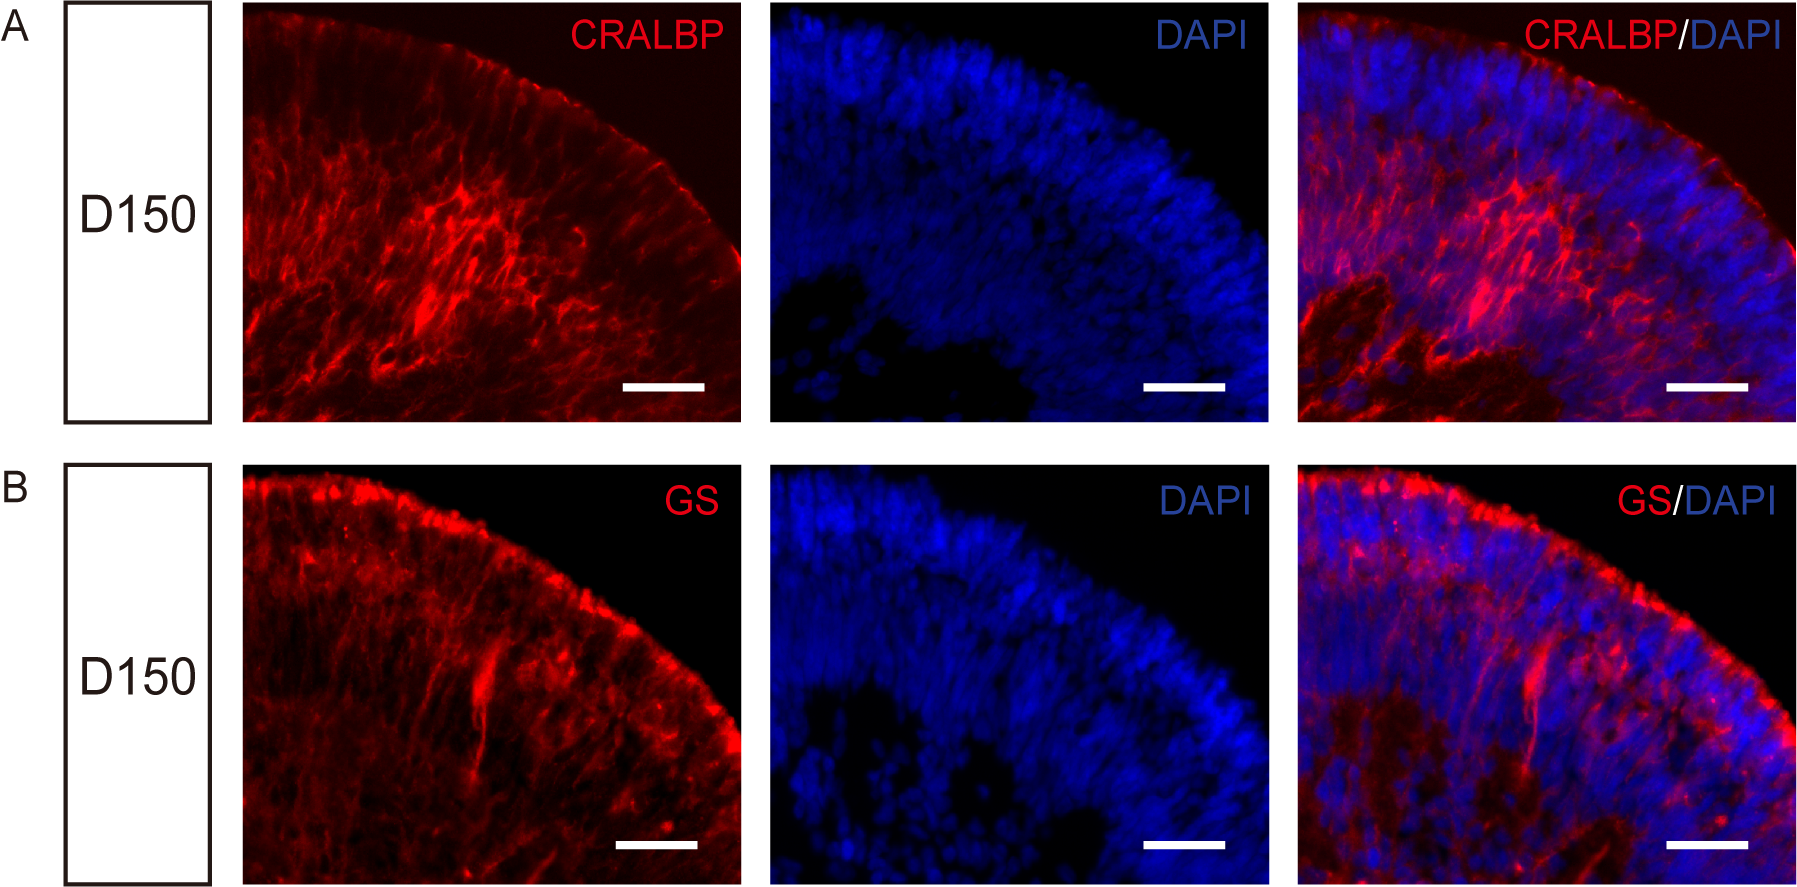

**Supplementary Figure 3.** Separated color channel images related to Figure 1B. (A–B) Immunofluorescence staining showed the expression of markers CRALBP and GS in D150-ROs. ROs: retinal organoids. Scale bars = 50 μm.

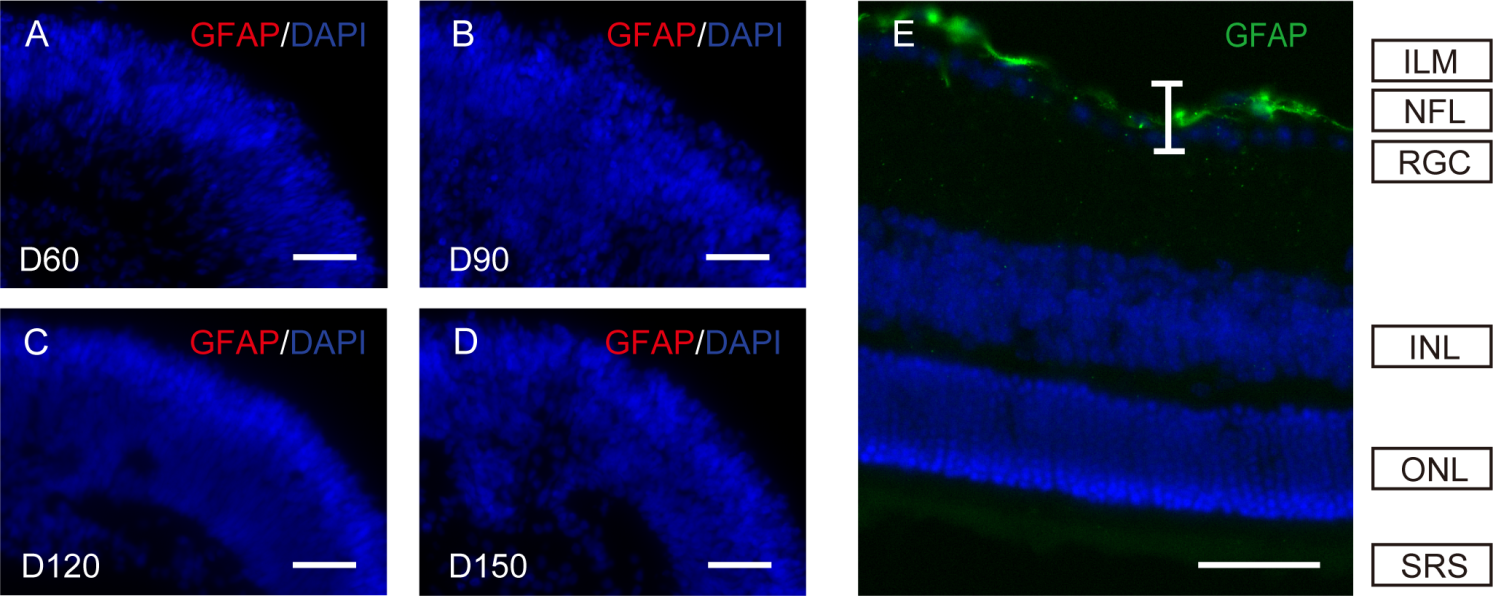

**Supplementary Figure 4.** The expression of GFAP in NR of ROs and in retina of adult NOD/SCID mouse shown by immunofluorescence staining. (A–D) At D60, D90, D120 and D150, there was no GFAP+ cells in the NR layer of ROs. (E) GFAP was specifically expressed in astrocytes located in the ILM or NFL of mouse retina and served as a parallel positive control, where was also adjacent to RGC. NR: neural retina; ROs: retinal organoids; RGC: retinal ganglion cell layer; INL: inner nuclear layer; ONL: outer nuclear layer; SRS: subretinal space; ILM: inner limiting membrane; NFL: nerve fiber layer. Scale bars= 50 μm.

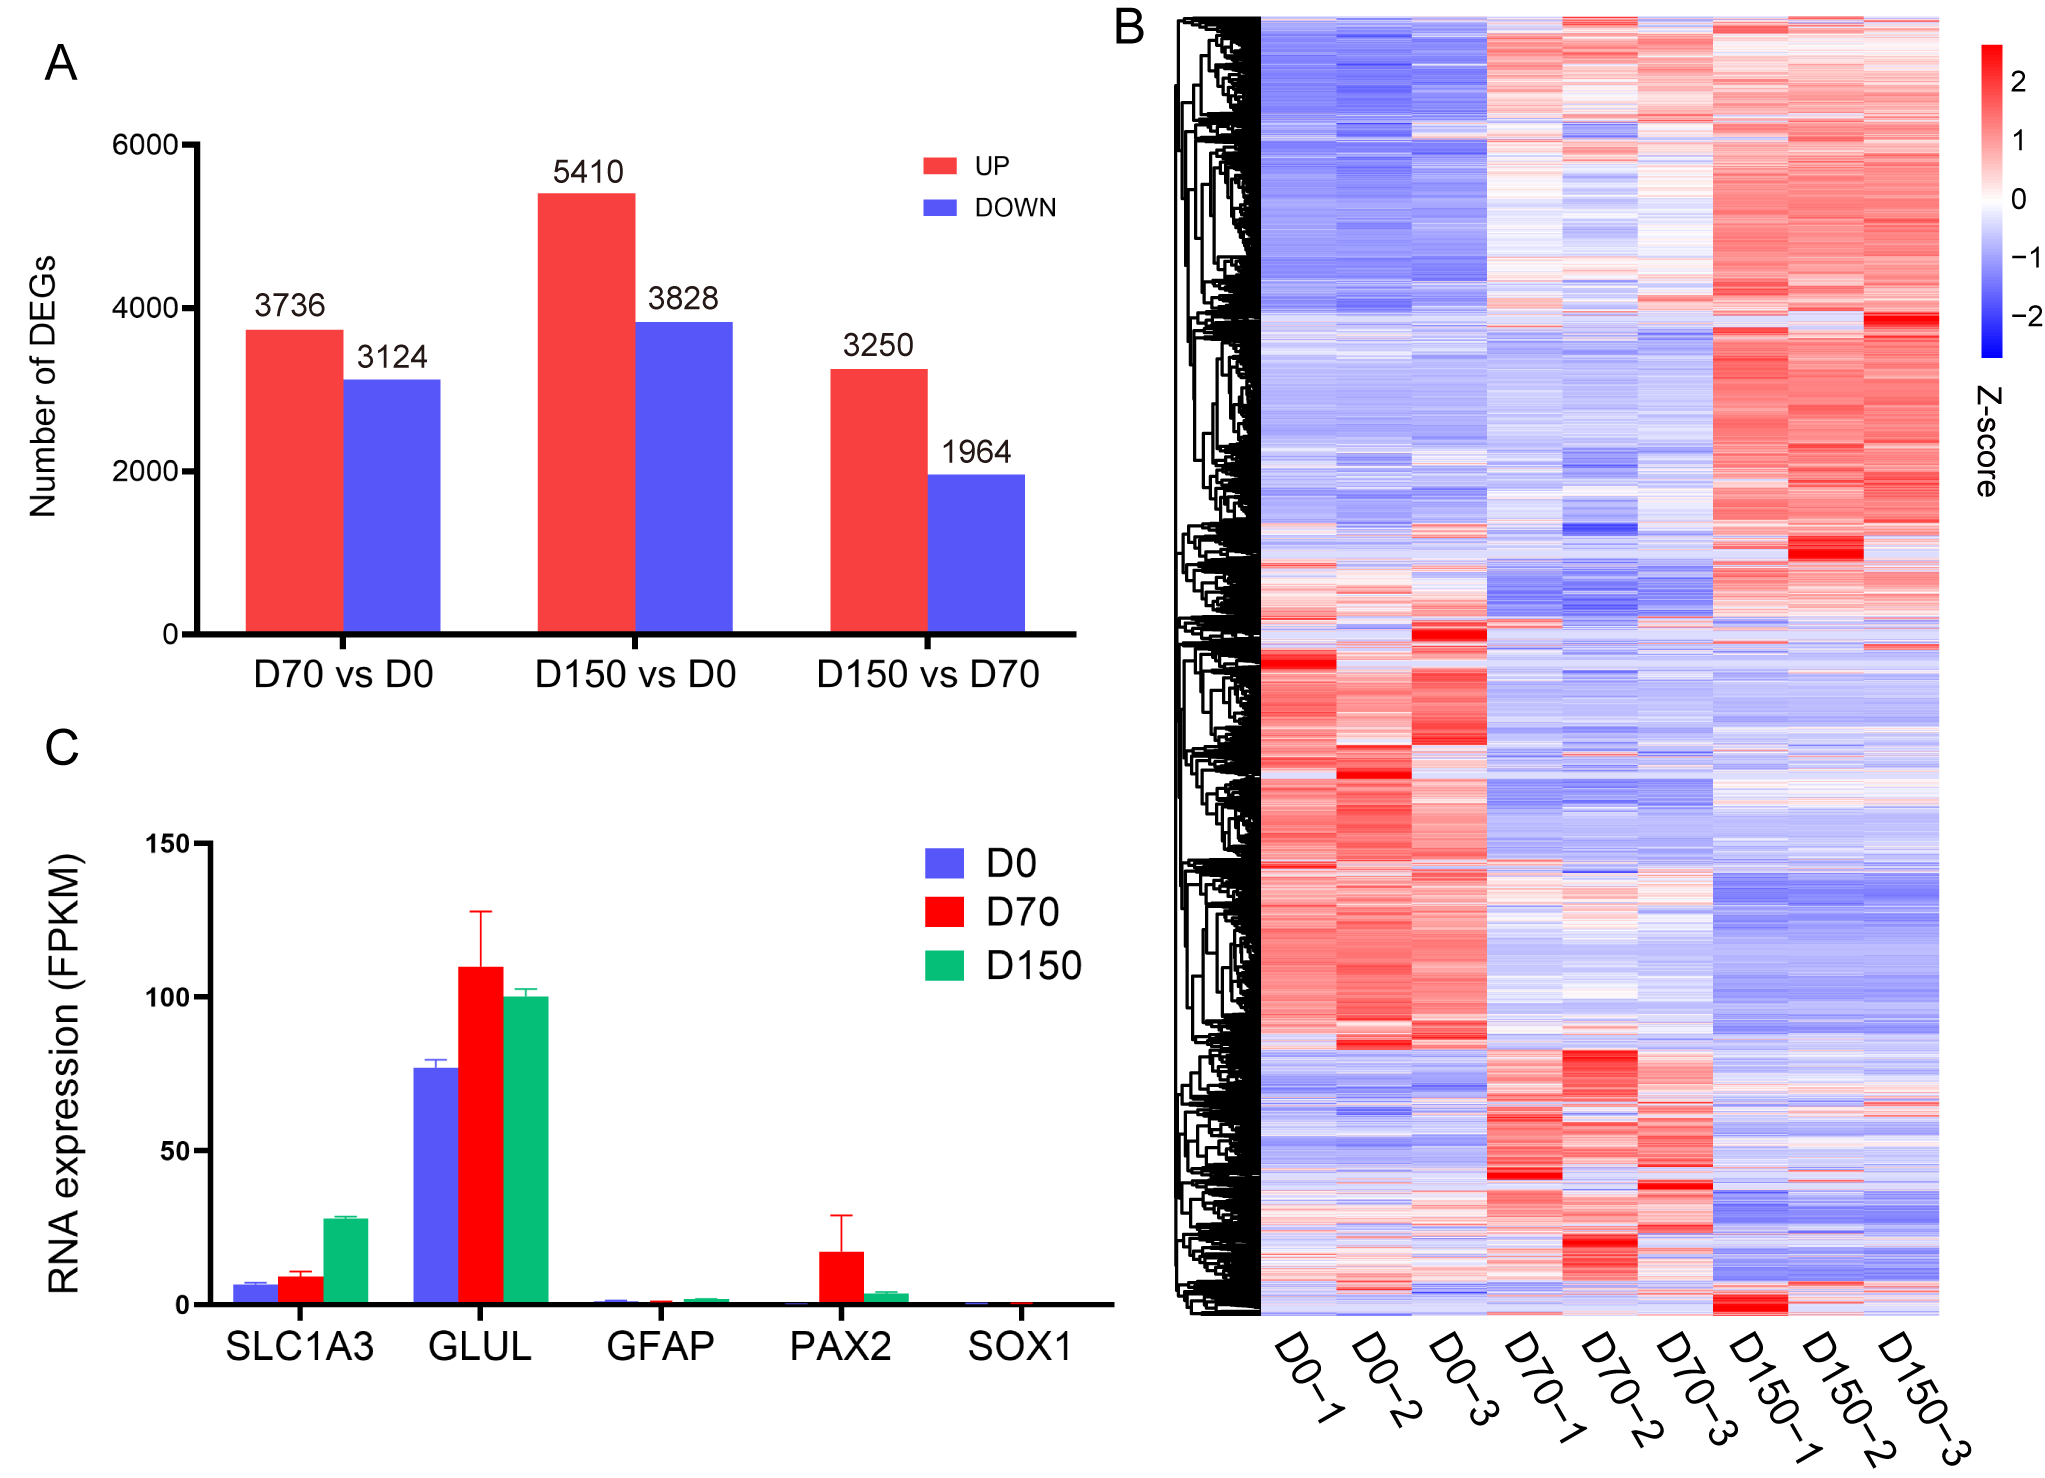

**Supplementary Figure 5.** RNA-seq analysis of MGC development in NR layers isolated from ROs at different stages. (A) Bar chart showed the number of the upregulated (UP) and downregulated (DOWN) differentially expressed genes (DEGs) among hiPSCs (D0), NR layers isolated from D70-ROs (D70) and D150-ROs (D150). (B) Heatmap showed all of the DEGs among hiPSCs and NR layers isolated from different-stage ROs. Blue to red indicated a gradient from low to high gene expression. (C) Bar chart exhibited the expression of *SLC1A3* (GLAST), *GLUL* (GS), *GFAP, PAX2* and *SOX1* among hiPSCs and NR layers isolated from different-stage ROs. hiPSC: human induced pluripotent stem cell; NR: neural retina; ROs: retinal organoids; -1, -2 and -3: experimental replicates; VS: versus. FPKM: a fragment per kilobase of transcript per million mapped reads.

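The expected counts gave 2910 genes higher and 2729 lower in D70-ROs than in hiPSCs, 3977 higher and 3865 lower in D150-ROs than in hiPSCs, and 2131 higher and 2145 lower in D150-ROs than in D70-ROs. The split into higher and lower genes depended on the scaling between libraries. With TMM factors, the median log2 fold change of all genes tested was 0.02, −0.02 and −0.01 in these 3 comparisons. With fold changes from the ratio of the mean FPKM it was 0.12, 0.30 and 0.21, and the share of called genes that were higher was 55.9%, 60.2% and 63.6%, against 51.6%, 50.7% and 49.8% with TMM factors. Upper-quartile scaling gave medians of 0.12, −0.03 and −0.11 and shares of 55.8%, 50.3% and 43.4%. Scaling by library totals alone, chosen after seeing the data, gave medians of 0.16, 0.34 and 0.21 and shares of 57.9%, 61.5% and 63.9%.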

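GLUL (ENSG00000135821, chromosome 1, 182381704 to 182392206), which encodes GS, had 77.1 ± 2.56 FPKM (SD, n = 3) in hiPSCs, 109.8 ± 18.0 in D70-ROs and 100.2 ± 2.37 in D150-ROs. The log2 fold change of GLUL was 0.37 in D70-ROs (standard error 0.14, adjusted p = 0.0312) and −0.01 in D150-ROs (standard error 0.08, adjusted p = 0.903) against hiPSCs, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. From D70-ROs to D150-ROs GLUL changed by −0.38 (standard error 0.13, adjusted p = 0.0239 by the same test). The value for D150-ROs against hiPSCs became 0.38 with the ratio of the mean FPKM, so its direction depended on the scaling. None of the comparisons of GLUL among hiPSCs, D70-ROs and D150-ROs reached a 2-fold change by edgeR or DESeq2. Replicates of PAX2 varied widely in D70-ROs, with a mean of 17.3 ± 11.8 FPKM from 2629 counts.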

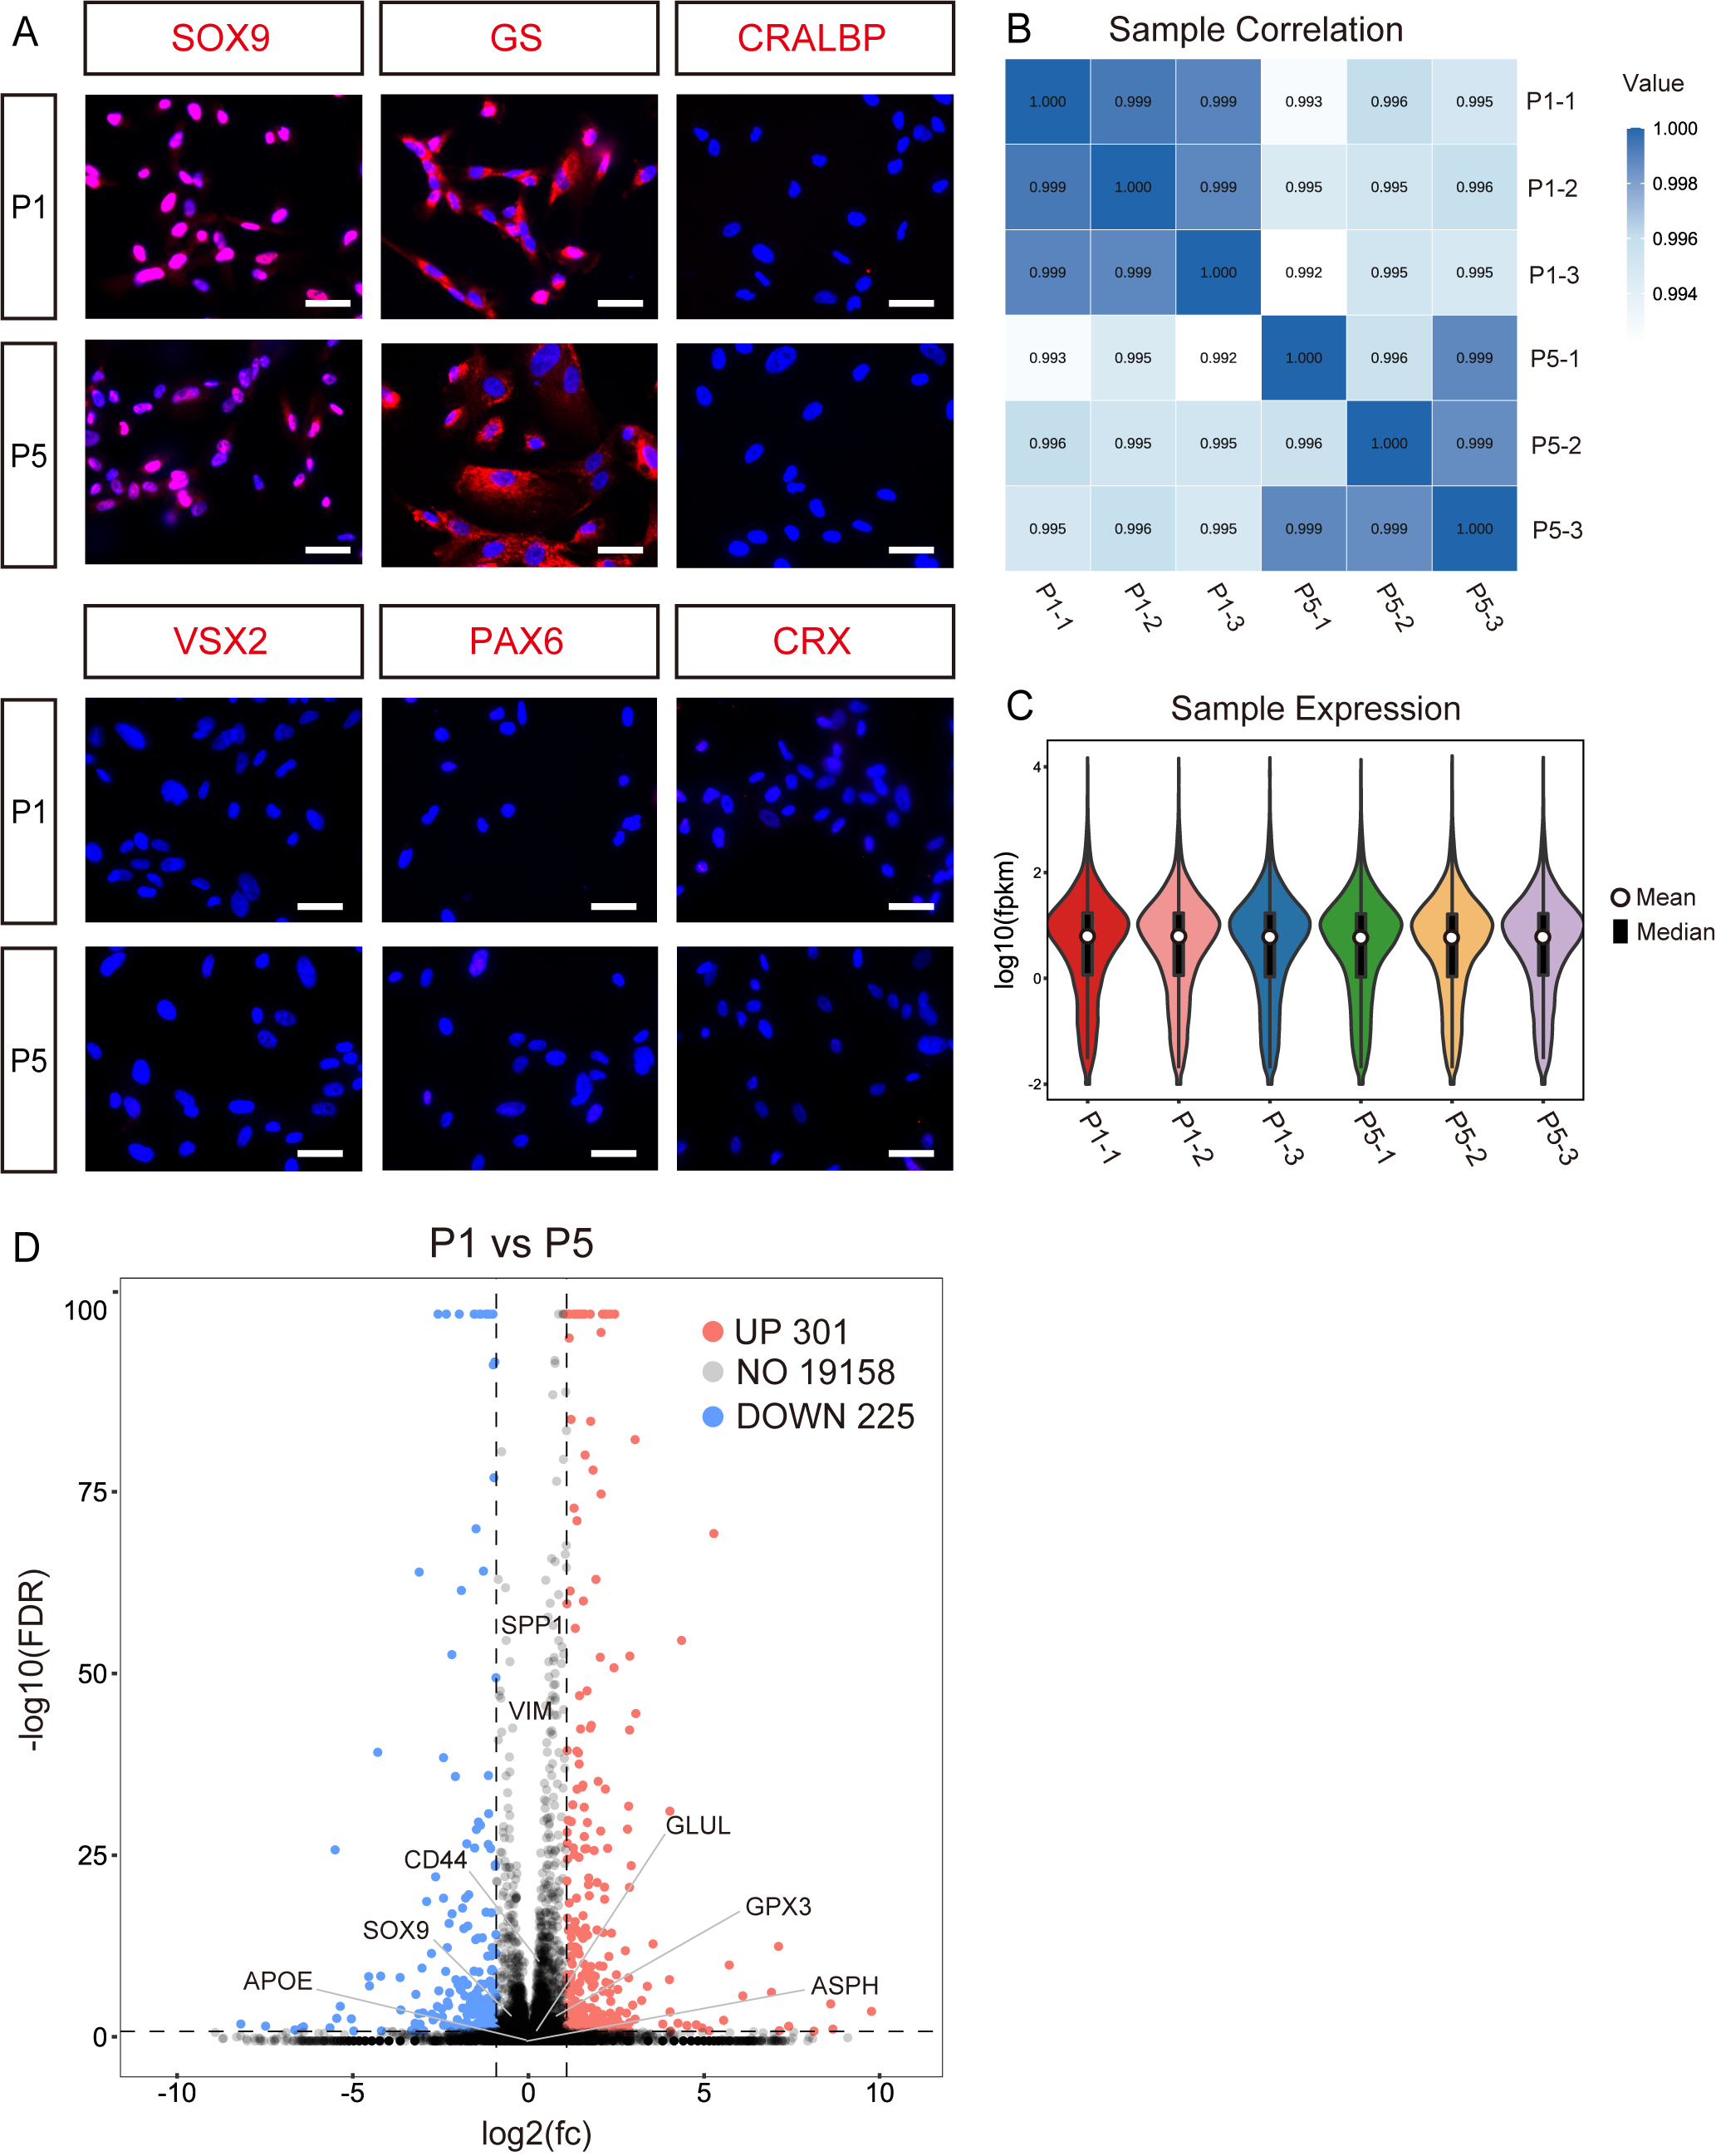

**Supplementary Figure 6.** The phenotype stability of iMGCs after serial passages. (A) Immunofluorescence staining showed the expression of markers SOX9, GS, CRALBP, VSX2, PAX6 and CRX in P1 and P5 iMGCs. (B) Heatmap showed the sample correlation of the P1 and P5 iMGCs. (C) Violin plot analysis showed the expression levels and distributions of all genes in P1 and P5 iMGCs. (D) Volcano plot exhibited that there is no difference in the expression of classical MGC-related genes between P1 and P5 iMGCs. -1, -2 and -3: experimental replicates; P1 and P5: passage 1 and 5; FDR: false discovery rate; FC: fold change; UP: upregulation; DOWN: downregulation; NO: no significance; VS: versus; fpkm: fragment per kilobase of transcript per million mapped reads; iMGCs: induced Müller glial cells. Scale bars = 50 μm (A).

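Over all 19684 genes, the Pearson correlation of FPKM between a P1 and a P5 library averaged 0.995 over the 9 pairs of libraries, with an SD of 0.00135 and a range of 0.992 to 0.996. Within passages it lay between 0.99564 and 0.99934. These correlations are across genes, which are not independent replicates, and genes of high FPKM weigh most in them. On log2(FPKM + 1) the mean between passages was 0.992, and within passages the values lay between 0.99693 and 0.99737. The rank correlation moved the mean between passages most, to 0.983.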

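CD44 (ENSG00000026508, chromosome 11, 35138870 to 35232402) changed by 0.29 on the log2 scale from P1 to P5, GPX3 (ENSG00000211445, chromosome 5, 151020438 to 151028993) by 0.74 and ASPH (ENSG00000198363, chromosome 8, 61500556 to 61714640) by 0.01, where the sign for ASPH turned with the ratio of the mean FPKM (−0.07). Of the 8 MGC-related genes drawn, 0 were called DEGs by edgeR and 0 by DESeq2, because none reached a 2-fold change. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 6 of the 8 passed the adjusted p of 0.05 alone, and 6 had an unadjusted p under 0.05. Adjusted over the list alone and with the same limit of a 2-fold change, the count was also 0, on genes that the study chose on these libraries.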

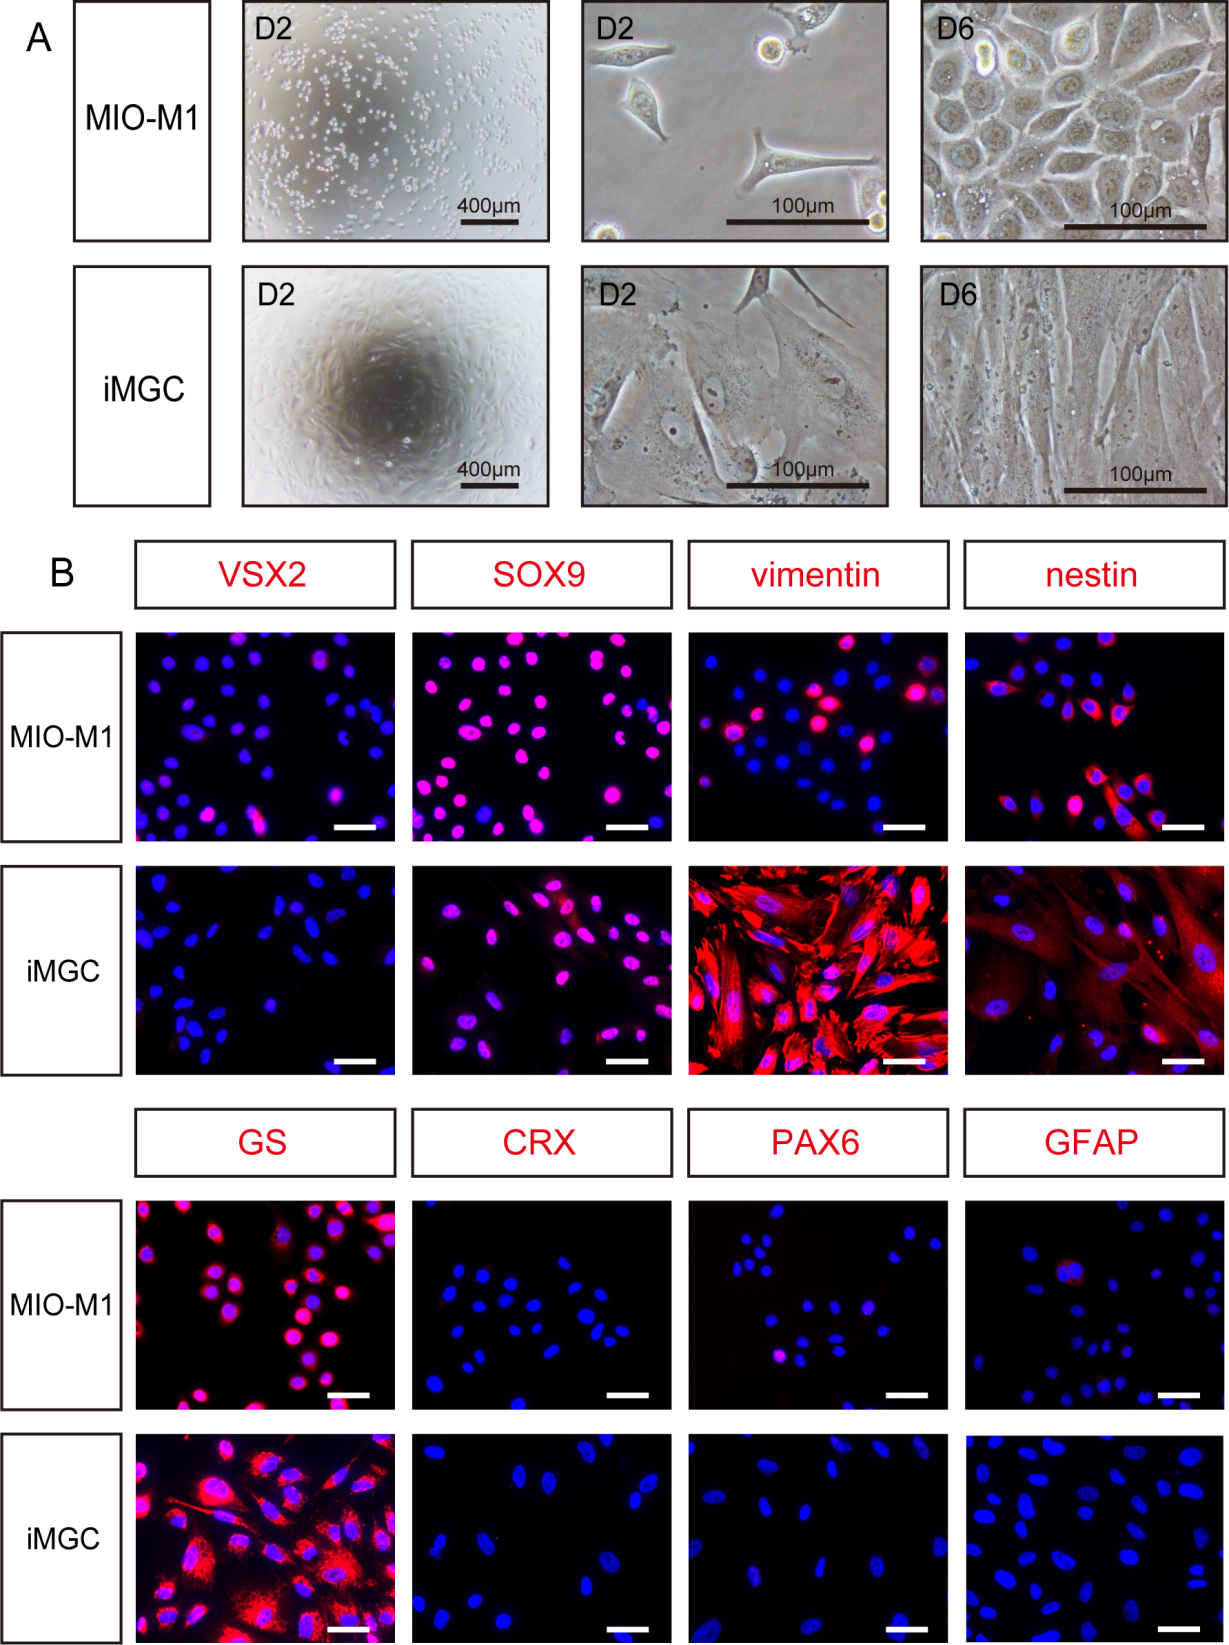

**Supplementary Figure 7.** The comparison of MIO-M1 line and iMGCs expanded from hiPSC-derived ROs in morphology and markers expression. (A) Bright-field images showed the distinguished morphology of the MIO-M1 and iMGCs. (B) Immunofluorescence staining showed the expression of markers VSX2, SOX9, vimentin, nestin, GS, CRX, PAX6 and GFAP in the MIO-M1 and iMGCs. iMGC: induced Müller glial cells. Scale bars = 50  μm (B).

**Supplementary Table S1.** Primary Antibodies Used for Immunofluorescence Staining

| Antigen | Host | Dilution Ratio | Catalog Number | Supplier |
| --- | --- | --- | --- | --- |
| VSX2 | sheep | 1/200 | ab9016 | Millipore |
| Ki67 | mouse | 1/200 | 550609 | BD |
| SOX9 | rabbit | 1/250 | A19710 | Abclonal |
| vimentin | rabbit | 1/50 | BM4029 | Boster |
| nestin | rabbit | 1/200 | ab82375 | Abcam |
| CRALBP | mouse | 1/500 | ab15051 | Abcam |
| GS | mouse | 1/200 | 610517 | BD |
| PAX6 | mouse | 1/50 | 528427 | DSHB |
| CRX | mouse | 1/800 | H00001406-M02 | Abnova |
| BRN3 | goat | 1/100 | sc-6026 | Santa Cruz |
| GFAP | rabbit | 1/50 | BM4287 | Boster |
| HNA | mouse | 1/400 | ab191181 | Abcam |
| PAX2 | rabbit | 1/100 | A3067 | Abclonal |
| SOX1 | rabbit | 1/50 | BM4661 | Boster |

How the deposited data were processed for this re-analysis (not part of the article)

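The data are poly(A) RNA-seq of 15 libraries: 3 each of hiPSCs, D70-ROs, D150-ROs, P1 iMGCs and P5 iMGCs. The authors mapped the reads with HISAT2, assembled them with StringTie and quantified genes with RSEM, and the paper's text gives no software versions, genome build or annotation for these steps. The deposited values are, for each library, RSEM expected counts, which are estimated reads per gene without normalization, and FPKM, which the authors scaled for transcript length and mapped reads. They come in 3 tables that list the same 19684 genes. Between 8.22% and 10.1% of the expected counts in the tables used were not whole numbers, and they were rounded before the tests. All 19684 gene identifiers are in GENCODE 29 (Ensembl 94, GRCh38), 19659 of them as protein-coding genes, and 15 symbols stand for more than 1 identifier. That release was used for positions and lengths only.

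The table that sets the D150-ROs beside iMGCs does not say at which passage those iMGCs were taken, so its 6 iMGC columns (counts and FPKM) were not used here. Its D150-RO columns hold the same FPKM as the table of the stages, and counts that differ by at most 0.5. The iMGCs compared with D150-ROs are the 6 libraries of known passage. The plan made before the data were examined named 3 libraries per group for this comparison and 6 libraries for its principal component analysis. The results with the P5 libraries alone were seen, and the P5 libraries were for a time used alone, before the choice of all 6 libraries was settled, so P1 alone and P5 alone are reported as added alternatives. The methods and the deposited descriptions of the samples give 3 independent experiments for every group, and the deposited description of the whole data set gives 2 for hiPSCs and ROs and 3 for iMGCs. That description also gives only lower bounds for the cells and 3 to 5 ROs per experiment, and names a further sequencing company and a correction between batches of data for joint analyses. The methods name 1 company for the sequencing of all samples. None of these sources says which libraries were prepared or sequenced together or which values were corrected. A batch that follows the groups cannot be told apart from them, and no fit with batch as a term could be made.

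Library totals of expected counts lay between 11349600 and 20398755, with a median of 17194154. D70-RO replicate 2 had the lowest total. A gene with no count in a group has an upper limit of 3 counts over that group, and fold changes against it are given as at least that ratio. For genes with 1 to 3 counts in a group the 95% counting interval of the ratio is given. These limits cover counting error only.

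The tests ran in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The plan named limma on log2(FPKM + 1) if the values were FPKM, and edgeR if counts were deposited. Because counts are there, edgeR's quasi-likelihood test with TMM factors was the main test, and limma with a pseudocount of 1 became an added alternative. Groups were compared 2 at a time, without covariates, over genes with FPKM of at least 1 in at least 3 of the libraries compared. DEGs had a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. Principal component analysis used FPKM of all genes, centred and not scaled, because the axes of Figure 2A reach values that log-transformed data would not. The correlation of P1 and P5 iMGCs is Pearson's over FPKM of all genes.

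Genes were named by a rule fixed in advance: genes that the paper names or draws for its RNA-seq data and the markers it stained, genes of 6 marker lists written for this purpose, and in each comparison the 5 genes with the largest rise and the 5 with the largest fall among DEGs whose groups did not overlap. The values in the paper's figures had been seen when its lists were copied. The 6 marker lists hold genes of glial function, mesenchymal and matrix genes, and genes of pigment epithelium, microglia, proliferation and senescence. They were tested with limma's fry on log2(FPKM + 1), two-sided, adjusted over 24 tests. With a library left out, the adjustment was over the lists of that comparison only. The lists taken from the study's figures were given tallies and no set test.

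The replicate numbers are not known to pair the libraries. Over 9545 genes with FPKM of at least 1 in all 15 libraries, deviations from group means were correlated between equally numbered replicates. The correlations lay between −0.106 and 0.431. Differently numbered replicates were not compared, so these values cannot show that pairing is absent. No paired test was made, and the replicate block is an alternative only. The tests were tested on simulated data with the depth and dispersion of these libraries, in which 200 genes were changed 4-fold. In the 5 comparisons edgeR recovered 97.5% to 100% of them, DESeq2 97.5% to 99.5% and limma 88.5% to 98.0%.

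The alternatives were no filter, upper-quartile scaling, all libraries of a table in 1 fit, no mean-variance trend, the fold change from the ratio of the mean FPKM, a test against a 2-fold change, the replicate number as a block, DESeq2, limma with pseudocounts of 0.1 and 0.01, and each library left out in turn. For the DEGs, 17 settings were tried in all, apart from libraries left out, of which 15 apply to each comparison of stages. Of these, 6 were added after seeing the data: limma with a pseudocount of 1, scaling by library totals only, DESeq2 without a filter, DESeq2 without a filter with the ratio of the mean FPKM, P1 iMGCs only and P5 iMGCs only. A set test on counts with TMM factors was also added. The GO and KEGG results of the paper were not analysed here, as no gene sets for them were in hand.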

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

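The tests of scaling, of a mixture of cells, of sequencing batches and of reads shared with pseudogenes, and the separation of genes left after removing the trend on GC content and length, were chosen only after the results were seen.

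The mesenchymal and matrix genes are a signal that the paper does not report. This list of 18 genes, written before the values were seen, was higher in iMGCs than in D150-ROs, with a median log2 fold change of 3.64 on log2(FPKM + 1). Of its genes 17 were higher and 1 lower, and fry gave an adjusted p of 3.13e-10 (camera 3.69e-11). The median of all genes on that scale was −0.61. On counts with TMM factors the list's median was 7.09 (−0.05 over all genes). COL1A1 averaged 2108 FPKM and FN1 8700 FPKM in the 6 iMGC libraries, against 2.77 and 8.95 FPKM in the D150-ROs. Of the list's genes, 11 reach 1 FPKM in D150-ROs and 0 are named by the study. The tables argue against several technical causes. After removal of a trend on GC content and transcript length the list's median was 7.26, and scaling by library totals left it at 6.43. With the 10 genes of highest count taken out, the median of the remaining list genes was 6.01, so those 10 genes alone do not carry it. With all libraries thinned to the smallest total the list's median was 7.07. Neither step moved the median of all genes from −0.05, so they hardly test composition or depth. Library totals were alike before thinning, from 15448141 to 16476580 in D150-ROs and from 15147424 to 17688638 in iMGCs. All 6 iMGC libraries lay above the range of the D150-RO libraries, which argues against a mislabelled library. A mixture of cells in the cultures stays open. PAX6, which marks retinal cells, averaged 37.3 FPKM in the same libraries, and bulk values do not show whether the same cells express it and the matrix genes. A difference between sequencing batches cannot be told apart from the difference in cell type, as no source says which libraries were prepared together. Against the hiPSC libraries the list's median was 5.16, which does not decide it. A change of the cells in culture, which the design would allow, is a hypothesis that was not tested.

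The senescence-associated genes were also higher in iMGCs than in D150-ROs and are not reported by the paper. The median log2 fold change of the 9 genes tested was 3.83 on log2(FPKM + 1), all 9 were higher, and fry gave an adjusted p of 8.41e-10 (camera 3.66e-07). On counts with TMM factors the median was 5.45, or 5.37 with genes at 0 set to their bound. CDKN2A averaged 31.6 FPKM in iMGCs and 0.277 in D150-ROs. Of the list's 11 genes, 5 reach 1 FPKM in D150-ROs and 0 are named by the study. The same tests were made. The median was 5.53 after removal of the trend on GC content and length and 4.81 with scaling by library totals, which argues against these causes. It was 5.45 with the 10 genes of highest count taken out and 5.46 with libraries thinned to the smallest total. These steps again left the median of all genes at −0.05 and hardly test composition or depth. All 6 iMGC libraries lay above the D150-RO libraries. A mixture of cells stays open on the same ground, PAX6 at 37.3 FPKM. Sequencing batches also stay open and cannot be told apart from cell type, with a median of 7.35 against the hiPSC libraries. The list of 12 proliferation genes had a median of −0.43 on log2(FPKM + 1) in the same comparison (adjusted p = 0.00487 by fry) and of 0.17 on counts with TMM factors (adjusted p = 0.147), and edgeR called 1 of its genes higher and 0 lower. The list is itself lower in D150-ROs than in hiPSCs. This comparison alone therefore does not settle whether the cell cycle is arrested in the iMGCs. The paper reports that such cells were expanded over serial passages, which argues against an arrest of the cultures as a whole. The values here do not show whether a part of the cells was arrested.

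A difference between groups concerned 73 genes that were called in opposite directions against hiPSCs at D70 and at D150. They are among 4600 genes called at both stages. Of them, 51 were higher at D70 and lower at D150, and 22 the reverse. All 73 were also called between D150-ROs and D70-ROs, which follows from how they were chosen and adds no evidence. Without D70-RO replicate 2, the library with the smallest total, 64 of the 73 were still called in opposite directions, which argues against that library. With upper-quartile scaling 69 were. Against hiPSCs, that scaling moved the median of all genes only from 0.02 to 0.12 at D70 and from −0.02 to −0.03 at D150. It therefore says little about scalings that shift D150 more, such as library totals (median 0.34), which were not tested on these genes. Removing a smooth trend on GC content and transcript length left 28 of them and removed 45. For the 45 genes such a trend may be the source of the opposite calls, and the 28 argue against it as the whole source. Of the 73 genes, 18 encode ribosomal proteins and 55 do not. Ribosomal protein genes have short transcripts and many pseudogenes, but the tables hold no pseudogenes, so reads shared with them cannot be excluded. Sequencing batches that follow the stages cannot be told apart from the stages. A change with developmental stage, which the design names, stays open and untested.

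Other divisions of the same libraries into groups of the same sizes were tested for each count of DEGs. For D70-ROs against hiPSCs, D150-ROs against hiPSCs, D150-ROs against D70-ROs and P5 against P1 iMGCs, 1 of 10 divisions gave as many DEGs, the real one. With 10 divisions that share is never under 0.1, so the share alone does not allow chance to be excluded for these 4 counts. The second highest count was 0 in each, and edgeR made 1 to 9 false calls in the simulated data of these comparisons. Beside real counts of 332 to 7842 these values argue against chance, as far as the 3 libraries of a group are independent of each other. For iMGCs against D150-ROs, 1 of 84 divisions gave as many, the real one with 5802 genes. The second highest count there was 46. These values argue against chance as well, on the same condition that the libraries are independent. The paper's text does not say whether P1 and P5 iMGCs came from the same cultures.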

How the results depend on the processing

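limma with a pseudocount of 1, scaling by library totals only, DESeq2 without a filter with either fold change, P1 or P5 iMGCs only, and the set test on counts with TMM factors were chosen after seeing the data.

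The counts of DEGs between D70-ROs and hiPSCs, D150-ROs and hiPSCs, and iMGCs and D150-ROs stayed within 1.5 times of their value under every setting run. They ranged from 4337 to 7292, from 7031 to 9574 and from 5032 to 8039. The count between D150-ROs and D70-ROs left that range only with a test against a 2-fold change (2830), which asks more of each gene by its construction. The count between P5 and P1 iMGCs was 694 with no filter and 551 and 526 with DESeq2 without a filter, where more genes were tested, and 161 with a test against a 2-fold change. It was 152 with limma at a pseudocount of 1; the cause was not tested. The overlap of the 3 comparisons of stages was 718 with a test against a 2-fold change and 2002 with no filter.

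With a replicate block, that is the replicate number as a block in the fit, the counts were 5663, 7846, 4317, 5798 and 333, in the order of D70-ROs and D150-ROs against hiPSCs, D150-ROs against D70-ROs, iMGCs against D150-ROs and P5 against P1 iMGCs, with an overlap of 1354 genes. The replicate numbers are not known to pair the libraries, so this block stands for no known batch.

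The share of the first principal component of hiPSCs and ROs was 53.3% with genes scaled to unit variance and 70.4% to 79.0% without each library in turn. That of iMGCs and D150-ROs was 95.4% on log2(FPKM + 1), 70.3% with unit variance, 97.7% with upper-quartile scaling, 98.8% with P1 iMGCs only, 98.02% with P5 iMGCs only, and 95.7% to 97.6% without each library in turn. The correlation of P1 with P5 iMGCs was 0.992 on log2(FPKM + 1) and 0.983 by ranks. The causes of these moves were not tested. At a limit of 0.5 FPKM in place of 1, 2 of 6 non-retinal genes stayed below it in the 6 iMGC libraries, which follows from the stricter limit.

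Of the 24 tests of marker lists, 23 passed an adjusted p of 0.05 with fry, 10 with camera, 22 with a pseudocount of 0.1, 21 with upper-quartile scaling, 20 with the replicate block and 19 on counts with TMM factors, and 21 to 24 without each library in turn. Values without a library are adjusted over the lists of 1 comparison only and not over the 24 tests. The 10 calls of camera are all held by fry in the same direction. Direction changed for the senescence-associated list between D70-ROs and hiPSCs with camera (median −0.50, adjusted p = 0.742) and without D70-RO replicate 1 (median −0.62, adjusted p = 0.266), where it was not called by fry either, for the pigment epithelium between D150-ROs and D70-ROs with camera (median 0.46, adjusted p = 0.921; over its settings the median and the mean differ in sign), and for proliferation between iMGCs and D150-ROs with camera (median −0.43, adjusted p = 0.809) and on counts with TMM factors (median 0.17, adjusted p = 0.147). Apart from camera, the calls lost were those of the pigment epithelium between D150-ROs and D70-ROs, of proliferation between iMGCs and D150-ROs, and of glial function, proliferation and senescence between P5 and P1 iMGCs. Camera compares a list with the other genes, whose median was −0.61 between iMGCs and D150-ROs, and TMM factors remove that shift.

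For the single genes named by the rule, the only ones checked in this way, no direction of a called change was reversed under the settings run. Apart from libraries left out, 8711 values kept their call, 118 lost it, 68 gained it and 179 changed sign without being called. With libraries left out, 4224 kept their call, 8 lost it, 29 gained it and 32 changed sign without being called. The calls lost without 1 of the libraries were those of KCNJ10, CD44, CLU and FRZB between D70-ROs and hiPSCs, DOK5 between D150-ROs and D70-ROs and PMEL between iMGCs and D150-ROs. CD44, at −1.11, fell under 2-fold without D70-RO replicate 1 (−0.92) or 3 (−0.95). Depth limits the genes with 3 counts or fewer in a group, whose fitted values are not exact. The alternatives set in advance were run, with all libraries of a table in 1 fit only for the stages, whose table has more than 2 groups. The marker list of microglia could not be tested, since at most 1 of its genes passed the filter, nor that of pigment epithelium between P5 and P1 iMGCs, with 2 genes.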

Differences from the paper's values

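The added settings named here were chosen after seeing the values.

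For genes lower in the iMGCs than in D150-ROs, the paper's value is about 6000 in Fig. 5B, read by eye, and the value here is 3098. The comparison here holds 6 iMGC libraries of both passages, which may be more than the paper's. Of the alternatives set before the data were examined, those that come within 1.5 times of the paper's value are no filter (4260), the ratio of the mean FPKM (5132) and limma with pseudocounts of 0.1 (5194) and 0.01 (5241). The ratio of the mean FPKM and both limma settings drop 2 of the 13 genes of Fig. 5H, ITM2B and IFITM3, from the genes called higher. No filter drops 0 of the 13 and gives 3223 genes higher, more than 1.5 times the paper's value of about 1900, read by eye, where the value here is 2704. Those that do not are upper-quartile scaling (3351), no mean-variance trend (3098), a test against a 2-fold change (2697), the replicate block (3102), DESeq2 (3106) and each library left out in turn (3073 to 3126). Settings chosen after seeing the values that come within that range are scaling by library totals only (5289) and limma with a pseudocount of 1 (4572), each of which drops the same 2 genes, DESeq2 without a filter (4040), which drops 0 of the 13 and gives 3142 genes higher, again more than 1.5 times the paper's value, and DESeq2 without a filter with the ratio of the mean FPKM (6088), which drops the same 2. The P1 libraries alone (3105) and the P5 libraries alone (3087), also chosen after seeing the values, do not.

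For genes lower in P5 than in P1 iMGCs, the paper's value is about 230 in Fig. S6, read by eye, and the value here is 111. Of the alternatives set before the data were examined, no filter (285) comes within 1.5 times of it. The ratio of the mean FPKM (120), upper-quartile scaling (112), no mean-variance trend (110), a test against a 2-fold change (45), the replicate block (111), DESeq2 (110) and limma with pseudocounts of 0.1 (113) and 0.01 (121) do not. DESeq2 without a filter (217) and the same with the ratio of the mean FPKM (225), both chosen after seeing the values, come within that range. The paper names no gene called lower at P5, so none of its called genes is dropped.

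The paper's counts of DEGs among hiPSCs, D70-ROs and D150-ROs are 6860, 9238 and 5214, and those here are 5639, 7842 and 4276, within 1.5 times. DESeq2 without a filter with the ratio of the mean FPKM gives 6883, 9251 and 5230, a setting chosen after seeing the values as the nearest of 15 tried for these comparisons.

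Several statements of the paper differ from values here. The paper states that GFAP is not detected in ROs, and GFAP had 1.73 to 1.85 FPKM in the 3 D150-RO libraries and 0.22 to 1.03 in the D70-RO libraries, while SOX1 had at most 0.50 FPKM. It states that PAX2 is very low in ROs of all stages. PAX2 averaged 17.3 FPKM in D70-ROs, where the libraries ranged widely from 5.67 to 29.3, and 3.57 in D150-ROs (3.03 to 3.93). It names developmental age as the first principal component, and the hiPSCs lay between D70-ROs and D150-ROs on that component of FPKM (mean score −762.4), whereas their order on log2(FPKM + 1) followed age (−108.1, 22.2 and 85.9). It describes SLC1A3 as rising step by step. Over the 7 genes of Fig. 2G, 5 of 6 tested rose to D70 and 5 of 7 from D70 to D150. SLC1A3 was not called at D70 (log2 fold change 0.39, adjusted p = 0.0721 by edgeR). It was called at D150 against D70 (1.41). For P1 and P5 iMGCs the paper states no difference in classical MGC-related genes, and SOX9, VIM, GLUL and SPP1 passed the adjusted p with changes of −0.47, 0.46, 0.19 and 0.68 on the log2 scale, all under 2-fold, while APOE did not pass it. Of the MGC-related genes of Figs. 2G and 5H, CRYAB (2.14) and SLC1A3 (1.88) were called higher at P5.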

Other observations

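The tests of the order on the first principal component, of the split into higher and lower genes of Fig. 5B, of scaling, of a mixture of cells and of sequencing batches for the glial genes, and the trend with transcript length were chosen only after the results were seen.

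The glial function list, of 17 genes written before the values were seen, was lower in iMGCs than in D150-ROs, with a median log2 fold change of −4.12 over 16 genes tested (mean −3.70), 14 lower and 2 higher, and an adjusted p of 1.82e-12 by fry (camera 0.0055). Of its genes, 16 reach 1 FPKM in D150-ROs and 5 are named by the study. On counts with TMM factors the median was −6.09. After removal of a trend on GC content and length it was −5.88, and with scaling by library totals −6.74. All 6 iMGC libraries lay below the D150-RO libraries. These values argue against scaling, GC content and length and a mislabelled library as the source. The median was −6.09 with the 10 genes of highest count taken out and −6.05 with libraries thinned to the smallest total. Neither step moved the median of all genes from −0.05, so they hardly test composition or depth. A mixture of cells stays open, with PAX6 at 37.3 FPKM, and so do sequencing batches, which cannot be told apart from cell type, with a median of −3.64 against the hiPSC libraries. The change with culture that the design would allow was not tested.

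In the comparisons of stages the glial function list was higher in D70-ROs (median 1.06, adjusted p = 7.6e-04) and D150-ROs (1.80, 6.45e-06) than in hiPSCs, and in D150-ROs than in D70-ROs (0.49, 0.00188), by fry. The mesenchymal and matrix list was lower in D70-ROs (−1.48, 6.54e-05) and D150-ROs (−1.79, 3.93e-05) than in hiPSCs. Between D150-ROs and D70-ROs fry called it upward (0.54, 7.6e-04), but its mean was 0.15, under the median of all genes (0.19). Camera did not call it there (adjusted p = 0.742). The pigment epithelium list was higher in D70-ROs (1.14, 5.65e-05) and D150-ROs (1.86, 1.51e-06) than in hiPSCs and lower in iMGCs than in D150-ROs (−2.44, 8.41e-10). Between D150-ROs and D70-ROs its test was downward (adjusted p = 0.0472) with a mean of −0.26 and a median of 0.46, which differ in sign. The proliferation list was lower in D70-ROs (−1.18, 2.41e-04), in D150-ROs (−2.47, 5.65e-05) and in D150-ROs against D70-ROs (−1.40, 4.97e-04). In iMGCs it was lower than in D150-ROs by fry (−0.43, 0.00487), but above the median of all genes (−0.61). The senescence-associated list was higher in D150-ROs than in hiPSCs (0.79, 1.17e-04) and D70-ROs (0.44, 1.16e-04). Between D70-ROs and hiPSCs its median was −0.50, its mean 0.20 and its test upward without passing the threshold (adjusted p = 0.232). Without D70-RO replicate 3 it was called upward by fry (median −0.23, adjusted p = 0.00251), and without replicate 1 it was downward and not called (0.266). The microglia list had at most 1 gene above the filter and was not tested. Of these results, camera also called glial function at D70 and D150 against hiPSCs and proliferation in the 3 comparisons of stages.

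Between P5 and P1 iMGCs the changes of the lists were small. The medians by fry were 0.12 for glial function (mean −0.04, of the other sign; adjusted p = 0.00346), 0.17 for mesenchymal and matrix genes (4.83e-05), −0.20 for proliferation (0.0415) and 0.18 for senescence (0.0415), against −0.05 over all genes. The pigment epithelium had 2 genes above the filter and was not tested. Camera also called the mesenchymal and matrix list and the senescence list. Only the mesenchymal and matrix list was called under every setting. With the replicate block, glial function (adjusted p = 0.0949) and senescence (0.383) were no longer called, and on counts with TMM factors glial function (0.366) and proliferation (0.0699) were not. Proliferation was also lost with upper-quartile scaling (0.071) and senescence with a pseudocount of 0.1 (0.0637). Without single libraries, proliferation rose to an adjusted p of up to 0.154, without P1 replicate 1, and senescence to the same value without that library.

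The hiPSCs lay between D70-ROs and D150-ROs on the first principal component of FPKM. A candidate explanation is the weight of a few genes of high FPKM. On log2(FPKM + 1), where such genes weigh less, the hiPSCs had a mean score of −108.1, below both groups of ROs. With upper-quartile scaling they stayed between them (mean score −1406), which argues against the scaling between libraries.

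Fig. 5B shows more genes lower than higher in iMGCs. A candidate explanation is that fold changes come from mean FPKM. With DESeq2 without a filter and the ratio of the mean FPKM, 24.3% of the genes called were higher, against 43.7% with the same test and its own fold change. This setting was found in a search for the paper's counts and does not identify the paper's method. With edgeR and scaling by library totals alone 22.9% were higher, against 46.6% with TMM factors. The split therefore depends on the scaling between libraries and does not single out mean FPKM.

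Fold changes differed with transcript length among the stages and between iMGCs and D150-ROs. The 25% of genes with the shortest transcripts had median log2 fold changes of −0.17, −0.90, −0.67, 0.24 and 0.01 in D70-ROs against hiPSCs, D150-ROs against hiPSCs, D150-ROs against D70-ROs, iMGCs against D150-ROs and P5 against P1 iMGCs. The 25% with the longest had 0.28, 0.89, 0.56, −0.25 and −0.01. After removal of a smooth trend on GC content and length, 4593 of 5639, 5467 of 7842, 2705 of 4276, 5083 of 5802 and 319 of 332 DEGs were still called in the same direction. The ribosomal protein genes had median log2 fold changes of 0.64, −1.74, −2.51, 0.98 and −0.01. None of these signs changed with upper-quartile scaling, the ratio of the mean FPKM or library totals, under which the value for iMGCs was 0.88, 0.34 and 0.32.

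PAX6 averaged 159.4 FPKM in D150-ROs and changed by −1.42 in iMGCs, and NES changed from 181.1 to 24.6 FPKM (−2.25, adjusted p = 0.001 by edgeR). The value of 24.6 is a mean over both passages, between which NES changed by −1.99 from P1 to P5, so it describes neither passage. Of all DEGs between iMGCs and D150-ROs whose groups did not overlap, the largest fitted rises were those of SLAMF7, ACTG2, HAPLN1, DYSF and PALM2-AKAP2, and the largest fitted falls those of CRX, NEUROD4, AIPL1, AMER2 and NEUROD1. SLAMF7, HAPLN1 and PALM2-AKAP2 had no count in D150-ROs and the genes named as falling none in iMGCs, so the order of these genes is not determined.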
